# Repression of Irs2 by let‐7 miRNAs is essential for homeostasis of the telencephalic neuroepithelium

**DOI:** 10.15252/embj.2020105479

**Published:** 2020-09-28

**Authors:** Virginia Fernández, Maria Ángeles Martínez‐Martínez, Anna Prieto‐Colomina, Adrián Cárdenas, Rafael Soler, Martina Dori, Ugo Tomasello, Yuki Nomura, José P López‐Atalaya, Federico Calegari, Víctor Borrell

**Keywords:** apical adherens junction, cancer, ectopia, p53, Pax6, Neuroscience, RNA Biology

## Abstract

Structural integrity and cellular homeostasis of the embryonic stem cell niche are critical for normal tissue development. In the telencephalic neuroepithelium, this is controlled in part by cell adhesion molecules and regulators of progenitor cell lineage, but the specific orchestration of these processes remains unknown. Here, we studied the role of microRNAs in the embryonic telencephalon as key regulators of gene expression. By using the early recombiner *Rx‐Cre* mouse, we identify novel and critical roles of miRNAs in early brain development, demonstrating they are essential to preserve the cellular homeostasis and structural integrity of the telencephalic neuroepithelium. We show that *Rx‐Cre;Dicer* ^*F*/*F*^ mouse embryos have a severe disruption of the telencephalic apical junction belt, followed by invagination of the ventricular surface and formation of hyperproliferative rosettes. Transcriptome analyses and functional experiments *in vivo* show that these defects result from upregulation of *Irs2* upon loss of *let‐7* miRNAs in an apoptosis‐independent manner. Our results reveal an unprecedented relevance of miRNAs in early forebrain development, with potential mechanistic implications in pediatric brain cancer.

## Introduction

The development of the telencephalon is a highly complex process involving a sequence of key events. Neurogenesis onsets with the emergence of apical radial glia cells (aRGCs), specialized neuroepithelial cells essential in telencephalic development that serve as neural progenitors and guide for the migration of newborn neurons. aRGCs are highly polarized and extend thin processes attached to the ventricular (apical) and pial (basal) surfaces of the developing telencephalon, with the cell bodies forming the ventricular zone (VZ). Their apical process terminates at the ventricular surface in an end foot, which serves to anchor aRGCs to each other via adherens junctions. This maintains the polarity of aRGCs and the cellular homeostasis and structural integrity of the VZ (Gotz & Huttner, 2005; Marthiens *et al*, 2010). Upon cell division, aRGCs generate either additional aRGCs, neurons, or basal progenitor cells, which delaminate from the ventricular surface and migrate to the basal side of the VZ, forming the SVZ (Miyata *et al*, 2004; Noctor *et al*, 2004, 2008). In mouse, most basal progenitors are intermediate progenitor cells (IPCs), producing the majority of excitatory neurons (Haubensak *et al*, 2004; Kowalczyk *et al*, 2009; Taverna *et al*, 2014).

The integrity of the VZ and its apical adherens junction belt is essential for the normal development of the telencephalon, including progenitor cell proliferation and neuron migration (Cappello *et al*, 2006; Rasin *et al*, 2007; Taverna *et al*, 2014). Its disruption due to developmental insult or genetic mutation leads to severe malformations of brain development in humans (Barkovich *et al*, 2012; Fernandez *et al*, 2016). Molecular mechanisms involved in the apical anchoring of aRGCs have been identified (Gotz & Huttner, 2005; Cappello *et al*, 2006; Rasin *et al*, 2007), but mechanisms regulating gene expression to preserve the global integrity and homeostasis of the neuroepithelial niche remain largely unexplored.

Gene expression and function during brain development are finely tuned by a number of regulatory mechanisms (Bae *et al*, 2015; Nord *et al*, 2015; Yao *et al*, 2016). Non‐coding RNAs, and particularly microRNAs, are major post‐transcriptional regulators of gene expression involved in many developmental processes (Aprea & Calegari, 2015). In the embryonic cerebral cortex, many cell cycle‐related proteins are targets of miRNAs (Arcila *et al*, 2014). Previous mouse models of miRNA loss consistently used conditional mutants where miRNAs are depleted only at mid‐late corticogenesis. This caused very limited defects on cell proliferation or neurogenesis, leading instead to massive apoptosis of progenitor cells and postmitotic neurons only at late developmental stages (De Pietri Tonelli *et al*, 2008; Kawase‐Koga *et al*, 2010; McLoughlin *et al*, 2012; Nigro *et al*, 2012; Saurat *et al*, 2013). As a result, miRNA function in early telencephalic development remains largely unknown.

Biogenesis of miRNAs requires processing of pre‐miRNAs into mature miRNAs, which in turn depends on the action of the RNase enzyme Dicer1 (Bartel, 2018). Complete loss of *Dicer1* in full knockout mouse zygotes leads to early developmental defects and embryonic arrest after gastrulation, around embryonic day 7.5 (E7.5) (Bernstein *et al*, 2003), which evidences the fundamental importance of miRNAs in early embryonic development. Given this very early lethality, understanding the function of Dicer‐dependent miRNAs in telencephalic development, which occurs much later, requires the use of conditional knockouts, crossed with a variety of Cre recombinase‐expressing mouse lines (Harfe *et al*, 2005). *Emx1*‐Cre, *Nestin*‐Cre, and *hGFAP*‐Cre mice have been widely used for studies of embryonic development of the cerebral cortex, taking advantage of their early expression (E9.5, E10.5, and E13.5, respectively) (Zimmerman *et al*, 1994; De Pietri Tonelli *et al*, 2008; Kawase‐Koga *et al*, 2010; Saurat *et al*, 2013; Zhang *et al*, 2015). Elimination of Dicer with these Cre driver lines has produced a significant variety of phenotypes (Kawase‐Koga *et al*, 2009), but surprisingly, those studies failed to identify significant roles for miRNAs in dorsal telencephalic development prior to E13.5, in spite of the high expression levels of miRNAs since E10.5 (Kloosterman *et al*, 2006; De Pietri Tonelli *et al*, 2008). This suggests that upon disruption of the gene locus, both Dicer protein and miRNA levels remain largely unchanged within targeted cells for a long time, or until diluted over consecutive cell cycles. Thus, elucidating the role of miRNAs in embryonic telencephalic development may require the removal of *Dicer* at much earlier stages than in previous studies.

Here, we have studied the role of miRNAs in early telencephalic development by using the *Rx‐Cre* driver mouse line (Swindell *et al*, 2006), which recombines in the primordium of the telencephalon at E7.5, 3 days earlier than in previous models. *Rx‐Cre;Dicer* ^*F*/*F*^(*Rx‐Dicer*) mutant embryos displayed mild developmental defects in the neocortex related to increased apoptosis, similar to previous reports (De Pietri Tonelli *et al*, 2008). However, in the rostral telencephalon the early loss of *Dicer* led to very severe tissue disorganization and the massive formation of highly proliferative rosettes, which grew caudally. Time‐course analyses revealed that rosettes formed by invagination of the rostral neuroepithelium, a process concomitant with apoptosis but independent from it, and due to the loss of apical adherens junctions and increased proliferation. These two aspects of the phenotype emerged from decreased levels of *let‐7* miRNAs and increased expression of targets that promote apoptosis and/or proliferation: *p53* signaling and i*nsulin receptor substrate‐2* (*Irs2*), respectively. The formation of rosettes in *Rx‐Dicer* mutants was prevented by the loss of p53, but this was independent from a loss in apoptosis, as overexpression of *Irs2* alone in wild‐type embryos was sufficient to induce rosette formation without massively increasing apoptosis. The formation of hyperproliferative rosettes upon *Irs2* overexpression was rescued by overexpression of *let‐7*. This was phenocopied by the loss of endogenous *let‐7* alone, which was then rescued by the loss of function of Irs2. The positive effects of Irs2 on telencephalic progenitor proliferation, and negative of *let‐7*, were phenocopied in human cerebral organoids, indicating that this is a highly conserved mechanism. Our results suggest a general relevance of miRNA dysregulation on the emergence of malformations of early brain development and, potentially, other tissues of ectodermal origin.

## Results

### Early loss of telencephalic miRNAs in *Rx‐Cre;Dicer* ^*F*/*F*^ embryos

To investigate the roles of miRNAs in early telencephalic development, we circumvented the timing limitation of previous Cre driver lines by using *Rx‐Cre* mice, which express Cre under the control of the regulatory sequences of the transcription factor *Rax* (*Rx*) (Swindell *et al*, 2006). Best known for its specific expression in the developing retina, *Rx* is first expressed in the anterior neural fold (prospective forebrain) of E7.5 mouse embryos, 3 days earlier than *Emx1* (Furukawa *et al*, 1997). *Rx‐Cre* mice crossed with the *Rosa26‐tdTomato* reporter line (Madisen *et al*, 2010) demonstrated Cre recombination in the emerging telencephalic vesicles as early as E8.5, later becoming distinctively restricted to the telencephalon (Fig EV1A). Within the telencephalon, tdTomato expression level changed as development progressed, gradually increasing from E11.5 to E17.5/postnatal day 1 (P1; Fig EV1B–D). The basal ganglia expressed the highest levels of tdTomato already at E11.5, with the olfactory bulb (OB) and septum reaching similar levels by E12.5 (Fig EV1C and D). In contrast, tdTomato expression at these early stages was very low in the neocortex, indicating a significantly lower level of Cre recombination (Fig EV1C and D, Table EV1). TdTomato levels in the neocortex increased gradually from E12.5 to E17.5, when reaching statistical similarity with the rest of the telencephalon (Fig EV1D). Nevertheless, the levels of tdTomato expression in the neocortex always tended to be lowest in the caudal and highest in the rostral neocortex, the area where expression reached greater similarity with the OB, septum, and basal ganglia. TdTomato in the thalamus was virtually absent at all ages, in agreement with this region not deriving from the lineage of *Rx* ^+^ territories (Fig EV1D). Taken together, these analyses showed that Cre recombination in Rx‐Cre mouse embryos is most prevalent in the rostral and ventral telencephalon at E11.5 and E12.5, while it is significantly lower in the neocortex, particularly in its medial and caudal aspects.

**Figure EV1:**
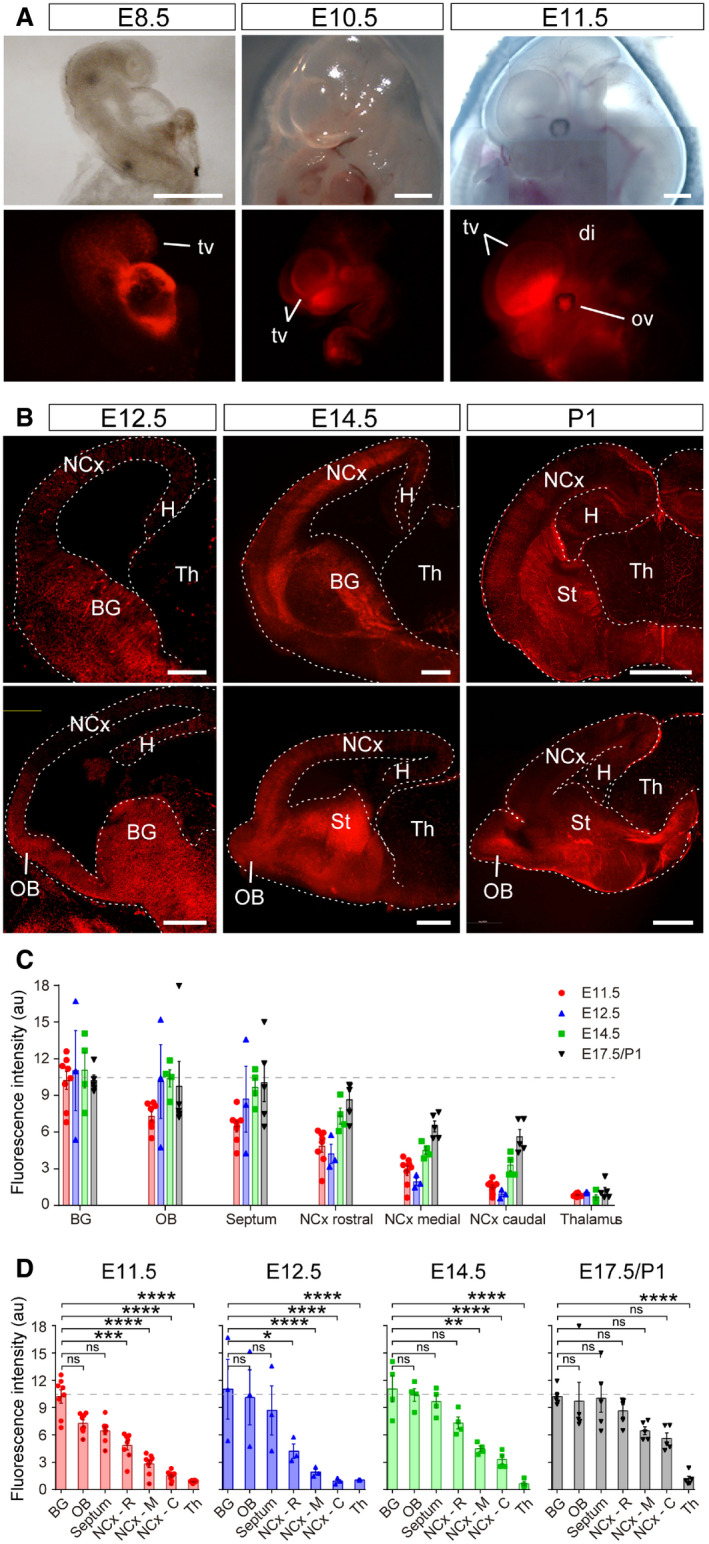
Early recombination in the dorsal telencephalon of Rx‐Cre mice A, BBright field (top row) and TdTomato expression (red) under the *Rx3* promoter as seen in whole embryos (A) and brain sections (B) at the embryonic ages indicated. Sections in (B) are in coronal (upper panels) and sagittal plane (bottom panels). BG, basal ganglia; di, diencephalon; H, hippocampus; NCx, neocortex; OB, olfactory bulb; ov, optic vesicle; St, striatum; Th, thalamus; tv, telencephalic vesicle. Scale bars, 500 μm (A), 300 μm (B).C, DQuantification of Tomato fluorescence intensity upon Rx‐Cre recombination in the forebrain areas and at the embryonic stages indicated. BG, basal ganglia; NCx, neocortex; OB, olfactory bulb. Dashed line indicates average level of Tomato fluorescence in Basal Ganglia. Comparison across telencephalic areas at each stage is shown in (D). Data in histograms are mean ± SEM, symbols indicate individual values; *n *=* *3–8 replicates per age. ANOVA followed by Tukey's test; ns, not significant; *P <* *0.05, **P <* *0.01, ***P <* *0.001, ****P <* *0.0001. See Table EV1 for the full set of statistical results.

Next, we tested the elimination of Dicer‐dependent miRNAs using a conditional *Dicer* ^*flox*/*flox*^ mouse line (*Dicer* ^*F*/*F*^). ISH against *Dicer* and *miR9*, one of the miRNAs most highly expressed in the developing vertebrate brain (Radhakrishnan & Alwin Prem Anand, 2016), demonstrated their substantial reduction in the rostral telencephalon of *Rx‐Cre;Dicer* ^*F*/*F*^ mutants at E12.5, and their absence by E17.5 (Fig EV2). At early developmental stages, the loss of *Dicer* and *miR9* was almost complete and much more prominent in the rostral and ventral telencephalon (OB, septum, and basal ganglia) than in the dorsal telencephalon (neocortex), consistent with the pattern of TdTomato expression upon Rx‐Cre recombination described above. *Dicer* and *miR9* were still expressed at medial levels of the dorsal telencephalon by E17.5 (Fig EV2), indicating an incomplete recombination of *Dicer* in this territory. Given the high abundance of *miR9* in the normal mouse embryo brain, its major reduction in expression confirmed the loss of functional Dicer in *Rx‐Cre;Dicer* ^*F*/*F*^ embryos.

**Figure EV2:**
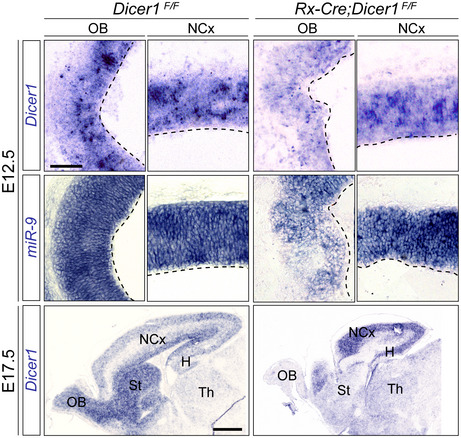
Early loss of telencephalic *Dicer* and *miRNAs* in *Rx‐Cre;Dicer* ^*F*/*F*^ mutant mouse embryos Sagittal sections of control (*Dicer* ^*F*/*F*^ *)* and *Rx‐Dicer* (*Rx‐Cre;Dicer* ^*F*/*F*^) mutant embryos at E12.5 and E17.5 showing the expression of *Dicer1* mRNA and *miR‐9* in the olfactory bulb (OB) and neocortex (NCx). Dashes line is apical surface. Levels of *Dicer* and *miR9* expression were dramatically reduced in the OB and subpallium of mutants. St, striatum; H, hippocampus; Th, thalamus. Scale bar, 100 μm (E12.5, all images at the same scale), 1 mm (E17.5, all images at the same scale).

### Massive and transient cell death without loss of proliferation in the rostral telencephalic primordium

Previous *in vivo* and *in vitro* studies demonstrated that *Dicer* mutants typically exhibit high levels of cell death, including in the developing neocortex, particularly at intermediate to late embryonic stages (Mott *et al*, 2007; Raver‐Shapira *et al*, 2007; Davis *et al*, 2008; De Pietri Tonelli *et al*, 2008). In contrast, our analysis of Casp3 stains in the E11.5 telencephalic primordium of *Rx‐Cre;Dicer* ^*F*/*F*^ mutant embryos (*Rx‐Dicer* mutants, from hereon) revealed the occurrence of dramatically high levels of apoptosis in the rostral and ventral telencephalon, but not in the neocortex (Fig 1A). This was consistent with the previous reports showing that miRNAs are critical to prevent apoptosis in the developing telencephalon, but in this case at much earlier stages, and also consistent with the greater level of Cre recombination in the rostral and ventral embryonic telencephalon of *Rx‐Cre* mice (Figs EV1 and EV2). Marker analyses showed that apoptosis involved mostly Pax6^+^ aRGCs (67% of Casp^+^ cells) and only a small minority of Tbr1^+^ neurons (8.6% of Casp^+^ cells; Fig 1B and C). A detailed time‐course analysis revealed that apoptotic events started suddenly and at high levels at E11.5, with apoptotic cells arranged in columns that spun the entire thickness of the telencephalic primordium (Fig 1D and E). Remarkably, massive cell death lasted only between E11.5 and E12.5, decreasing suddenly again by E13.5 (Fig 1D and E).

**Figure 1:**
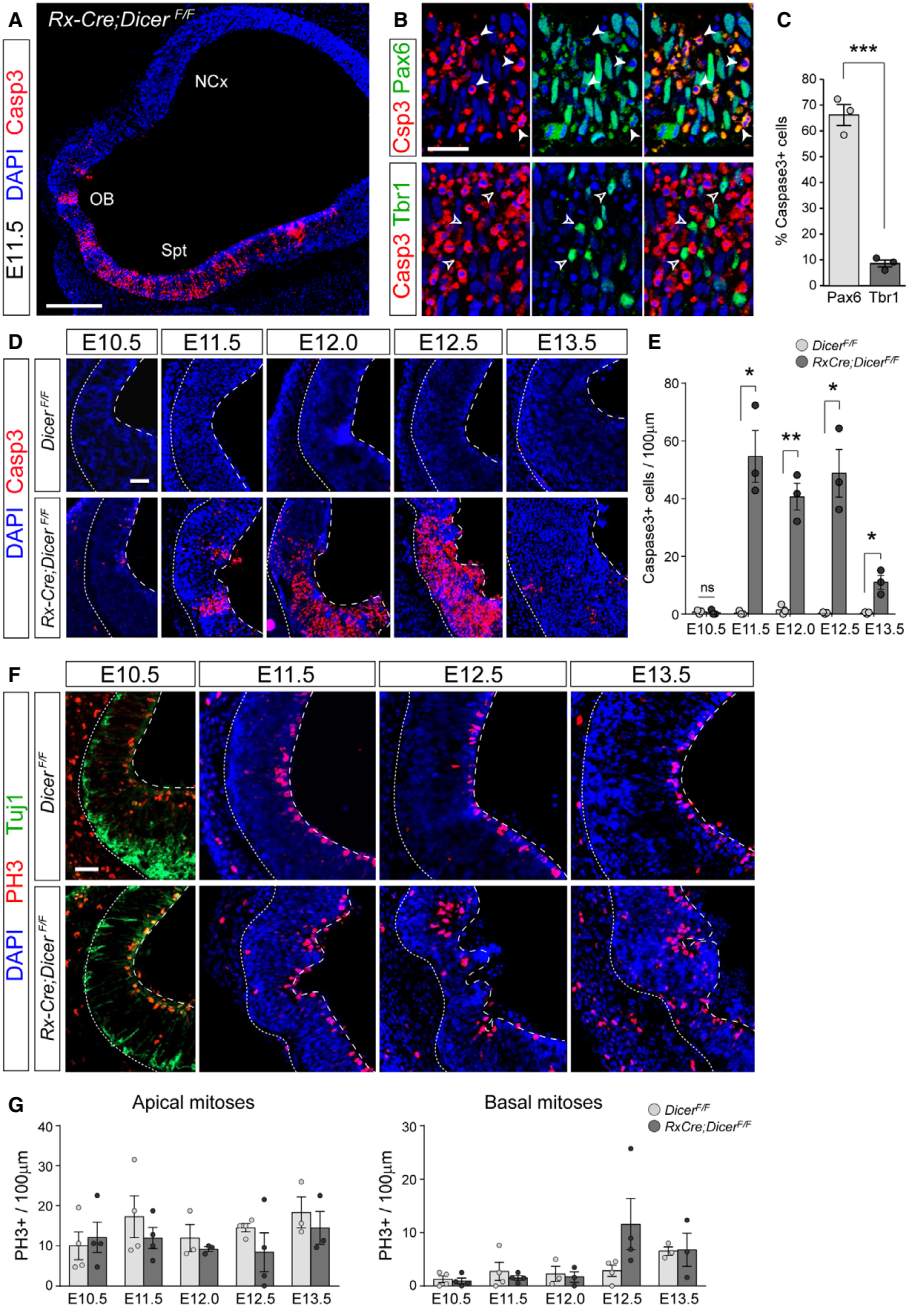
Massive progenitor cell apoptosis without global loss of proliferation in rostral telencephalon of *Rx‐Dicer* mutants ADistribution of Casp3^+^ cells in rostral and ventral domains of an E11.5 *Rx‐Dicer* mutant embryo. NCx, neocortex; OB, olfactory bulb; Spt, septum.B, CMarker analysis of Casp3^+^ cells in the rostral telencephalon of E12.5 *Rx‐Dicer* mutant embryos. Most apoptotic cells are Pax6^+^ RGCs (solid arrowheads) and not Tbr1^+^ neurons (open arrowheads). *N *=* *3 replicates per marker.D, EDistribution and abundance of apoptotic cells (Casp3^+^) in the rostral telencephalic primordium of control and *Rx‐Dicer* mutant embryos at the indicated ages. Dotted line indicates basal surface, and dashed line, apical surface. *N *=* *3 replicates per genotype and age.F, GDistribution and abundance of mitoses (PH3^+^) and neurons (Tuj1) in the rostral telencephalic primordium of control and *Rx‐Dicer* mutant embryos at the indicated ages. Dotted line indicates basal surface, and dashed line, apical surface. *N *=* *3–4 replicates per genotype and age. No significant differences were found between control and mutant embryos in apical nor basal mitoses.Data information: Histograms represent mean ± SEM; symbols in plots indicate values for individual embryos; chi‐square test (C), *t*‐test (E, G); *P <* *0.05, **P <* *0.01, ***P <* *0.001.Scale bars, 200 μm (A), 40 μm (B), 25 μm (D, F).

Next, we reasoned that the dramatically high levels of apoptosis among aRGCs would strongly decrease proliferation. However, anti‐PH3 stains demonstrated that the density of apical and basal mitoses was not significantly altered in *Rx‐Dicer* mutant embryos between E10.5 and E13.5 (Fig 1F and G). Together, our results indicated that *Rx‐Dicer* mutant embryos are severely affected by massive apoptosis largely in the rostral telencephalon and between E11.5 and E12.5, affecting mostly aRGCs. Remarkably, in spite of this massive cell death, the density of mitotic events remained unaltered in *Rx‐Dicer* mutants, suggesting that the remaining non‐apoptotic progenitor cells may proliferate and self‐renew at rates higher than normal.

### Disorganization of the rostro‐ventral telencephalon in *Rx‐Dicer* embryos

Next, we investigated the long‐term consequences of the high apoptotic levels in the rostral telencephalic primordium (prospective OB) of early *Rx‐Dicer* mutant embryos. Sagittal sections through the brains of *Rx‐Dicer* mutants at E17.5 showed that the OB was much smaller than in control embryos (Fig 2A–C). We confirmed the OB identity and reduction in size by ISH stains for *Grm1*, a marker of mitral cells in E17.5 embryos, which also revealed that the laminar organization of the OB was largely preserved (Fig 2B and C). In addition to a smaller OB, we observed a general and profound disorganization of the entire rostral–ventral region of the telencephalon in *Rx‐Dicer* mutants, including the prefrontal neocortex and the septum (Fig 2D). These alterations also affected the rostral neocortex, but not its parietal region (Fig EV3A and B), consistent with the greater loss of miRNAs at early embryonic stages in the former. The disorganization of the rostral telencephalon in *Rx‐Dicer* mutants involved an overabundance of Ki67^+^ progenitor cells in the germinal zones (Fig 2D). A closer examination revealed that Ki67^+^ cells were in fact exquisitely arranged in proliferative rosettes (Fig 2E and F). This was striking because proliferative rosettes have never been reported in any of the previous *Dicer* mutant mouse lines (Kloosterman *et al*, 2006; De Pietri Tonelli *et al*, 2008).

**Figure 2:**
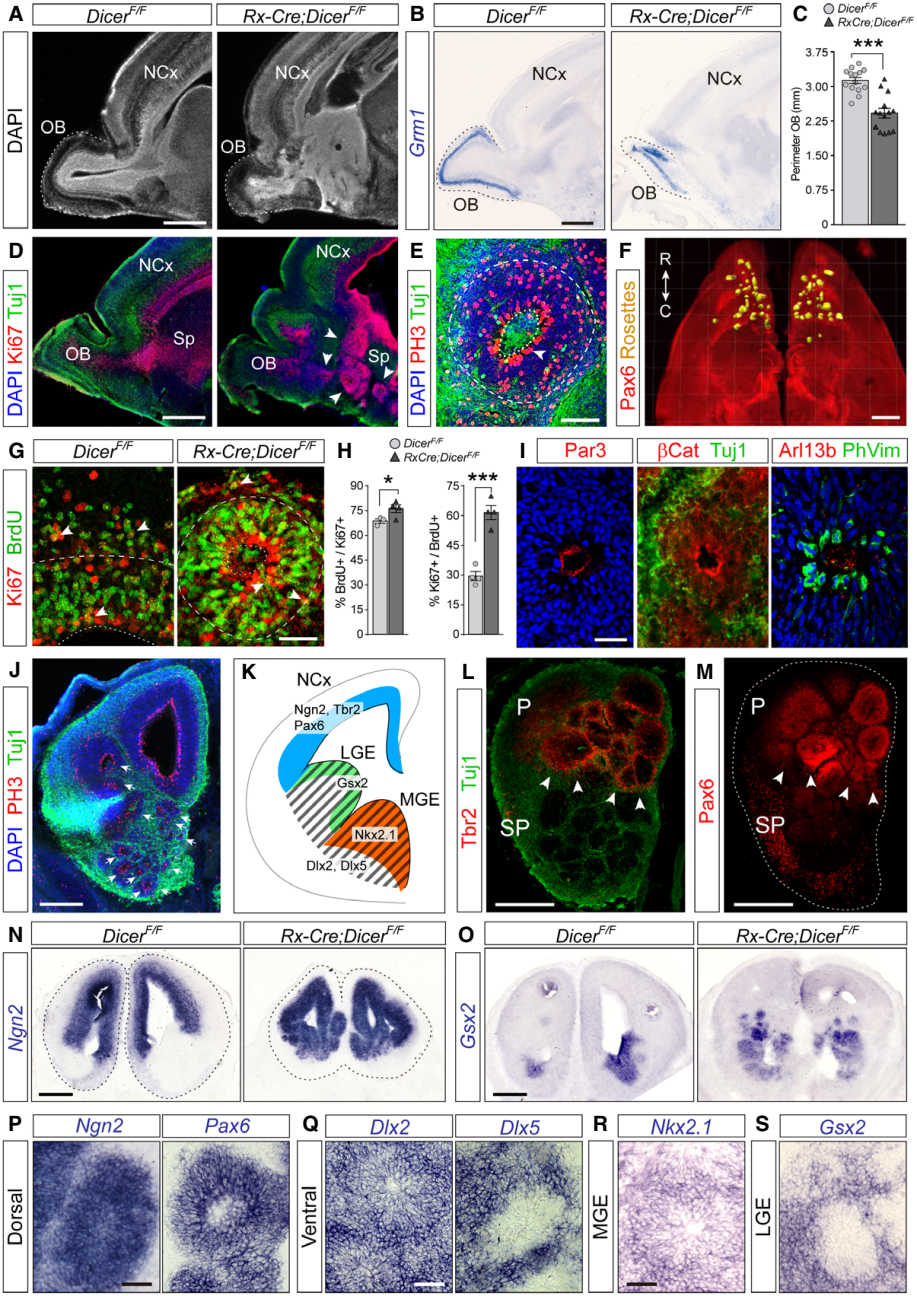
Formation of rosettes in the rostral telencephalon of *Rx‐Dicer* mutants ADAPI stain of sagittal sections through the rostral telencephalon of E17.5 control and *Rx‐Dicer* mutant littermates showing the neocortex (NCx) and olfactory bulb (OB; dashed line).BExpression pattern of *Grm1* mRNA in OB (dotted line) of control and *Rx‐Dicer* mutants.CQuantification of OB perimeter (mean ± SEM; symbols indicate values for individual embryos); *t*‐test, ***P <* *0.001. *N *=* *14 replicates per genotype.DImmunostains of E17.5 control and *Rx‐Dicer* mutant brains showing the distribution of progenitor cells (Ki67, red) and neurons (Tuj1, green). Arrowheads indicate rosettes. Sp, septum.EDetail of a rosette from an E17.5 *Rx‐Dicer* mutant embryo displaying typical features: closed apical surface (dotted line) with PH3^+^ apical mitoses (white arrowhead) and basal mitoses, surrounded by Tuj1^+^ neurons (green). Dashed line indicates the basal border of the rosette.FRostral half of an *Rx‐Dicer* mutant E17.5 brain immunostained for Pax6, clarified, and segmented to reveal rosettes (yellow). C, caudal; R, rostral.G, HBrdU incorporation and cell cycle re‐entry analysis with the progenitor cell marker Ki67 at E17.5, in the rostral cortex of control embryos compared with rostral rosettes of *Rx‐Dicer* mutants. Dotted lines indicate apical surface, and dashed lines indicate basal border of VZ. Arrowheads indicate double‐positive cells. Data in histograms are mean ± SEM, symbols indicate values for individual embryos; *n *≥* *3 embryos; chi‐square test, *P <* *0.05, ***P <* *0.001.IApical lumen of rosettes immunostained against apical complex proteins (Par3, β‐catenin), primary cilia (Arl13b), apical mitoses (PhVim), and neurons (Tuj1).JCoronal section through the rostral telencephalon of an E14.5 *Rx‐Dicer* mutant embryo illustrating the high abundance and location of rosettes (arrows), as revealed by the distribution of mitoses (PH3) and neurons (Tuj1).K–SAnalysis of the regional identity of rosettes in E14.5 *Rx‐Dicer* mutants. (K) Schema of normal transcription factor expression patterns defining telencephalic regional identity. Expression of *Ngn2, Tbr2,* and *Pax6* identifies rosettes in the rostro‐dorsal telencephalon as having dorsal identity (L–N, P); *Gsx2*, *Dlx2,* and *Dlx5* identify rosettes in the ventral telencephalon as having ventral identity (O, Q); *Nkx2.1* identifies MGE rosettes as being normotopic (R); the absence of *Gsx2* in LGE rosette cells identifies them as ectopic (S). Tuj1 labels neurons. In (L, M), arrowheads indicate the border between dorsal and ventral territories, and dotted line indicates the outer border of the telencephalon. LGE, lateral ganglionic eminence; MGE, medial ganglionic eminence; P, pallium; SP, subpallium.Data information: Scale bars, 500 μm (A, B, D, F), 25 μm (E, G, I, P–S), 200 μm (J–O).

**Figure EV3:**
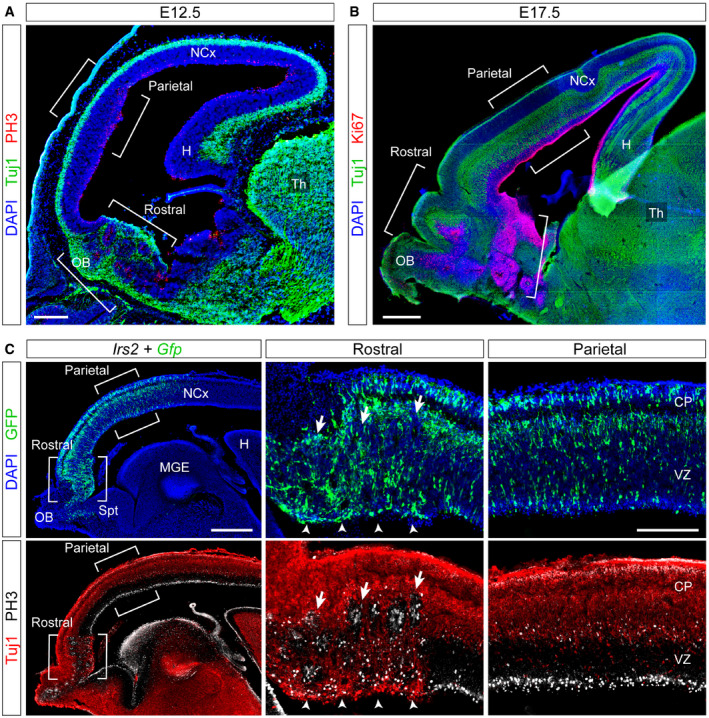
Regionalized formation of rosettes in Dicer mutants and Irs2 overexpression A, BSagittal sections through the telencephalon of *Rx‐Dicer* mutant embryos at the indicated ages stained for the indicated markers, showing the formation of proliferative rosettes selectively in the rostral but not the parietal (or caudal) regions, as indicated with brackets.CSagittal section through the telencephalon of an E14.5 wild‐type embryo electroporated with *Irs2 *+ *Gfp* encoding plasmids across the entire rostral and parietal regions of the neocortex, stained with the indicated markers. Details of each region are shown on the right. Arrows indicate proliferative rosettes, and arrowheads indicate ectopic Tuj1^+^ neurons in the apical border of the VZ. The electroporated parietal neocortex (NCx) remained unaffected, with perfect layering of neurons, and apical and basal mitoses.Data information: H, hippocampus; MGE, medial ganglionic eminence; OB, olfactory bulb; Spt, septum; Th, thalamus. Scale bars, 150 μm (A), 500 μm (B, C), 100 μm (C, details).

Rosettes had a distinct laminar organization with apical–basal polarity, reminiscent of the telencephalic germinal layers in normal development. An inner lumen was delimited by a pseudostratified layer of progenitor cells undergoing apical mitosis, this was surrounded by a band of progenitor cells undergoing basal mitoses, and finally, these were enclosed by Tuj1^+^ neurons (Fig 2E). Brain clarification experiments showed numerous rosettes located in the rostral and ventral part of the telencephalon, most with a spherical shape but some tubular, following either horizontal or vertical orientations (Fig 2F). Progenitor cells within the rosettes of E17.5 *Rx‐Dicer* mutants displayed 10% increase in BrdU incorporation and 95% increase in cell cycle re‐entry compared with the rostral cortex of age‐matched control littermates (Fig 2G and H), indicating hyperproliferative activity. Rosettes were evident already at E14.5, when their apical surface displayed many features typical of the telencephalic ventricle, such as lining with apical complex proteins (Par3), adherens junction proteins (β‐catenin), Arl13b^+^ primary cilia and Phospho‐Vimentin^+^ apical progenitor cell bodies (Fig 2I) (Gotz & Huttner, 2005). These are typical features of true ependymal rosettes found in human embryonic tumors (Korshunov *et al*, 2010). These results demonstrated that functional Dicer is important in the murine early embryonic telencephalon to limit the rate of self‐amplification of neural progenitor cells and to ensure the structural and cellular homeostasis of the telencephalic neuroepithelium.

The rostral–ventral telencephalon of *Rx‐Dicer* mutants was severely disorganized already at E14.5 due to the high abundance of rosettes (Fig 2J). To investigate their regional identity, we analyzed the expression of specific marker genes (Fig 2K). *Pax6*, *Tbr2,* and *Ngn2* are transcription factors expressed at high levels by progenitor cells in the pallium (dorsal telencephalon) but not the subpallium (ventral telencephalon) (Englund *et al*, 2005; Flames *et al*, 2007; Diez‐Roux *et al*, 2011). We found that rosettes located in pallial regions expressed these three pallial marker genes, while those located in subpallial regions did not (Fig 2K–N and P). Conversely, rosettes in ventral regions expressed *Dlx2* and *Dlx5*, two pan‐ventral markers expressed in VZ + SVZ (*Dlx2*) or only in SVZ (*Dlx5*; Fig 2K and Q) (Diez‐Roux *et al*, 2011). A detailed analysis of ventral rosettes revealed that those in rostral parts expressed *Gsx2* and low levels of *Pax6* (Fig 2M and O), typical of the developing subpallial septum (Flames *et al*, 2007). Rosettes found in caudal parts reached well into the basal ganglia: In the MGE, they were positive for *Nkx2.1* (Fig 2R), a marker of this region (Diez‐Roux *et al*, 2011). In the VZ of LGE, rosettes did not express *Gsx2* (marker of this region) but maintained a subpallial identity (*Dlx2*/*5* ^+^; Fig 2K, Q and S) (Waclaw *et al*, 2012; Diez‐Roux *et al*, 2011). Taken together, these results showed that *Rx‐Dicer* mutant embryos develop hyperproliferative rosettes in multiple territories of the rostral and ventral telencephalon that maintain their territorial genetic identity.

### Rosettes mature and grow upon invagination from the VZ

Next, we sought to understand the histogenetic mechanisms leading to the formation of rosettes in *Rx‐Dicer* mutants. A careful examination led us to distinguish three main types of rosette morphology (Fig 3A and B): Type 1 rosettes were a local invagination of the VZ apical side, frequently next to Tuj1^+^ neurons that penetrated the VZ from the basal side to the apical surface. Type 2 rosettes were characterized by a profound invagination of the VZ with an inner lumen isolated from the telencephalic ventricle, but with the apical surface of both sides in continuum, identified by a line of apical PH3^+^ nuclei (Fig 3A and B). These rosettes were surrounded by a layer of Tuj1^+^ neurons and a prominent band of basal mitoses in between. Type 3 rosettes shared the same characteristics as type 2 except that the inner lumen was completely disconnected from the telencephalic ventricle, and they were always at a distance from it (Fig 3A and B). The relative frequency of rosette types varied with developmental age (Fig 3C). Type 1 was most abundant at E12 (70%), which gradually decreased to 30% at E14.5, and was absent at later stages. Conversely, type 3 rosettes were absent in E12.5 embryos and their frequency increased at later stages, to represent 95% of rosettes at E17.5 (Fig 3C).

**Figure 3:**
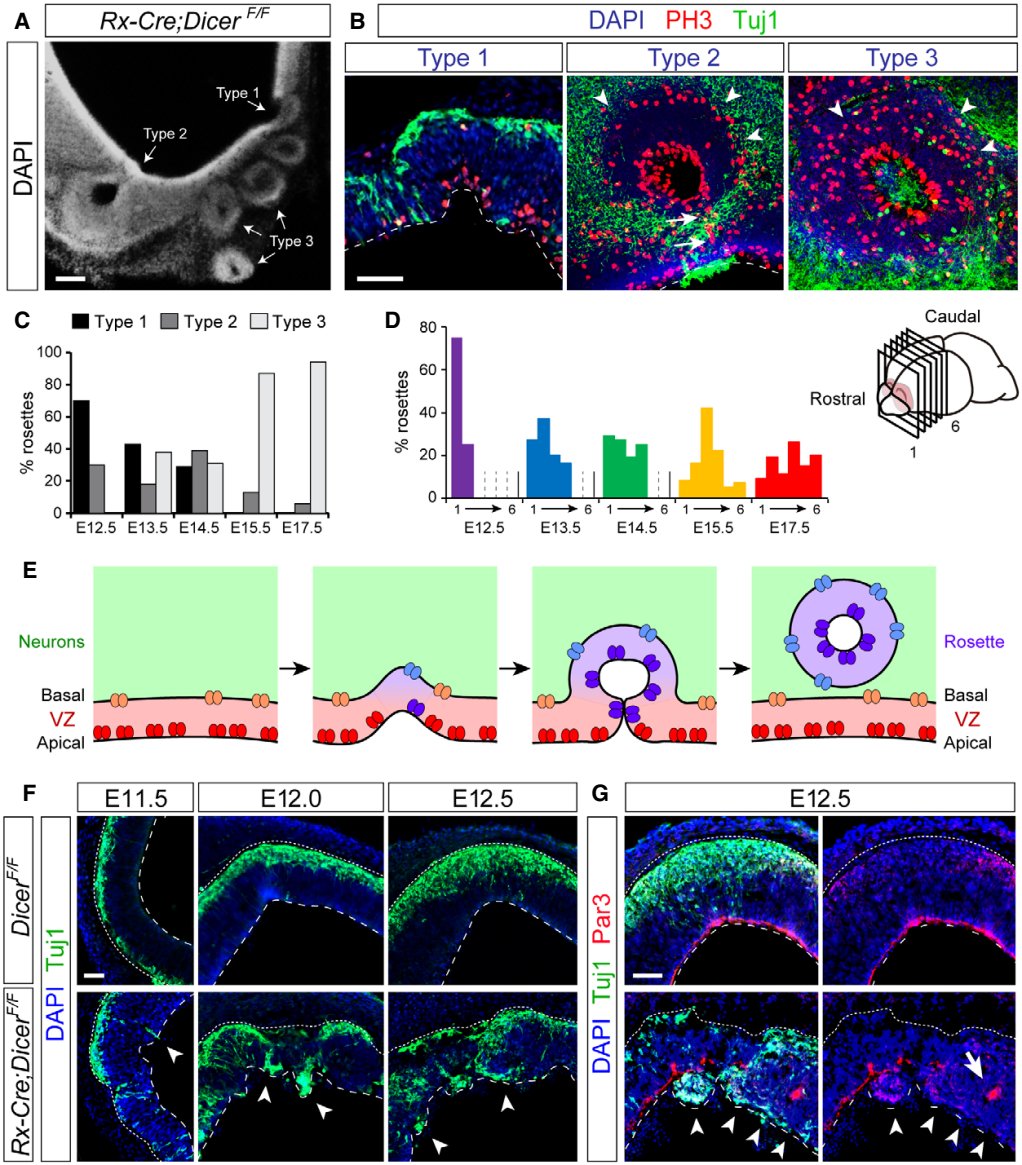
Disturbance of ventricular integrity precedes the formation of rosettes ACoronal section through the rostral telencephalon of an E14.5 *Rx‐Dicer* mutant embryo displaying the three types of rosettes.BHigh magnification of rosettes in *Rx‐Dicer* mutants at E12.5 (type 1), E14.5 (type 2), and E17.5 (type 3), immunostained for PH3 and Tuj1. Dashed line indicates ventricular surface; arrowheads indicate basal mitoses; arrows indicate a stream of apical mitoses connecting the lumen of the rosette with the lumen of the telencephalic ventricle.C, DAbundance of rosette types at the indicated ages (C), and rostro‐caudal distribution of total rosette abundance per age, independent of type (D). *n *≥* *2 brains per age.ESchematic of the progression of rosette formation in the rostral telencephalon of *Rx‐Dicer* mutant embryos.F, GDistribution of neurons (Tuj1^+^ cells) and apical adherens junction protein Par3 in the OB primordium of control and *Rx‐Dicer* mutant embryos at the indicated ages. Dotted lines indicate basal border, and dashed lines indicate apical border. White arrowheads indicate ectopic neurons and/or the absence of Par3. Arrow in (G) indicates accumulation of Par3 at the lumen of a nascent rosette.Data information: Scale bars, 100 μm (A), 40 μm (B), 50 μm (F, G).

Next, we studied the distribution of rosettes along the rostral‐to‐caudal axis of the developing telencephalon of *Rx‐Dicer* mutant embryos (Fig 3D). At E12.5, when most rosettes are type 1, the majority (75%) were located at the most rostral level of the telencephalon and none at intermediate or caudal levels. At E13.5 and E14.5, rosettes were found along the rostral and intermediate regions with similar abundance, but none was observed at caudal levels. In the caudal‐most area of the telencephalon, we only found rosettes at late stages, particularly abundant at E17.5 (Fig 3D). Since at E17.5 we did not observe type 1 rosettes, those found at caudal levels may have originated in rostral or intermediate levels and grow caudally. Considering together the temporal and regional variation in rosette types and their abundance, a parsimonious interpretation of our analyses is that those represent distinct phases of rosette maturation. Starting as small invaginations of the VZ (type 1), the high proliferative activity of Dicer mutant progenitors may cause a progressive growth and ingression (type 2), to finally detach from the telencephalic ventricle and become an isolated structure inside the brain parenchyma (type 3), where its growth continues toward the caudal telencephalon (Fig 3E).

### Loss of *Dicer* leads to disruption of apical junctions and formation of neuronal ectopias

The above results showed that *Dicer* ablation by *Rx‐Cre* recombination resulted in a severe reduction in OB size and formation of rosettes in the rostral–ventral telencephalon circa E12.5, from where they extended to caudal regions. We next investigated the cellular mechanisms leading to the initial formation of rosettes, focusing on the rostral‐most aspect of the telencephalon between E10.5 and E13.5. Given that rosette formation involved the invagination of the VZ frequently flanked by ectopic neurons, we first focused on those neurons. Between E11.5 and E12.5, the rostral telencephalon of *Rx‐Dicer* mutant embryos exhibited clusters of ectopic Tuj1^+^ neurons accumulating within the VZ, away from their normal basal location and especially abundant at the apical side, even inside the ventricular lumen traversing the apical surface (Fig 3F and G). The apical surface of the embryonic telencephalon is lined with a belt of apical adherens junction (AJ) proteins, including Par3, β‐catenin, and others, which anchor aRGCs together within the VZ (Gotz & Huttner, 2005). This AJ belt maintains the structural integrity and apical–basal organization of the VZ. The presence of neuronal ectopias penetrating this ventricular lining, and even invading the ventricular lumen, indicated that the AJ belt might be compromised in *Rx‐Dicer* mutants. Analysis of Par3 protein distribution confirmed the severe disruption of the AJ belt in mutant embryos starting at E12.0 (coincident with the onset of rosettes), where this ventricular lining was frequently interrupted and formed ectopic clusters within the cortical parenchyma (Fig 3G). Apical zones where Par3 was discontinuous or absent were systematically populated by ectopic neurons. Overall, the rostral neuroepithelium of *Rx‐Dicer* mutants was not only highly disorganized but much thinner than in control embryos, with a wrinkled ventricular surface (Fig 3F and G).

### Defective expression of *let‐7* miRNAs and p53 pathway genes in early *Rx‐Dicer* mutants

To unravel the genetic origin of rosettes developing in the rostral telencephalon of *Rx‐Dicer* mutant embryos, we compared the transcriptome of mutants and control littermates. We performed this analysis at E11.5, the time when defects in AJs and apoptosis were first detected, and immediately prior to the emergence of rosettes. 

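Small RNA was sequenced from the rostral-most part of the telencephalic primordium at E11.5, in 2 libraries from Rx-Dicer mutants (Rx-Cre;Dicer F/F, in which Dicer is deleted from the Rx lineage) and 2 libraries from control littermates (Dicer F/F). Dicer is the enzyme that cuts most miRNA hairpins into mature miRNAs, so its loss lowers their production, and mature miRNAs made before the deletion can persist. The authors counted 75-base single-end reads on mature miRNAs with miRDeep2, using mm10 and miRBase version 22 as references, and deposited the counts without normalization. Each library has 1211 rows, 1 for each pair of a mature miRNA and a precursor, and 772 of these had a count in at least 1 library. The rows cover 1059 mature miRNAs, of which 65 have more than 1 row because several precursors give the same mature sequence. Only 114 rows are 3p arms, and miR-9-3p has no row, so few 3p arms are covered. Totals, shares and scaling below refer to the miRNAs in these rows. For a miRNA with several rows, the row with the highest total was used, so that a read was not counted again for each precursor. The sum over mature miRNAs was then 651031 and 516517 counts in Rx-Dicer libraries 1 and 2, and 1299067 and 1133553 counts in control libraries 1 and 2, so both mutant libraries were shallower than both control libraries. A single miRNA, miR-9-5p, took 28.2% and 29.4% of these counts in the mutant libraries and 31.5% and 42.6% in the control libraries. Counts were therefore scaled by edgeR's TMM method, which gave factors of 1.17, 1.14, 0.926 and 0.814 in the same order, and levels are given as CPM, counts scaled to the library total. The 274 miRNAs with at least 10 counts in at least 2 of the 4 libraries were tested with genotype as the only factor. These values are relative to the other miRNAs of a library, so a fall shared by all miRNAs would not appear in them. PCR copies cannot be told from separate molecules in these counts, so intervals given for single libraries cover counting error only. The smallest share that a library can show, taken as 3 counts, was 0.000461% and 0.000581% of the counts in the mutant libraries and 0.000231% and 0.000265% in the control libraries.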

RNA‐Seq analysis of miRNAs revealed significant reductions in expression levels for only 11 mature miRNAs (Fig 4A, Table EV2). 

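Of the 274 miRNAs tested, 7 were lower and 0 were higher in Rx-Dicer mutants at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 23 miRNAs were lower and 3 were higher. The 7 miRNAs were let-7b, let-7c, let-7d, let-7f, let-7g, let-7i and miR-98, all 5p arms. For miR-98-5p, which shares the let-7 seed and lies 785 bases from the second let-7f gene on chromosome X, within an intron of Huwe1, scaled CPM were 161 ± 6.35 in mutants and 555 ± 97.95 in controls (SD, n = 2 libraries each), a log2 fold change of −1.79 (standard error 0.26, adjusted p = 0.0188 from edgeR's quasi-likelihood test). Outside the let-7 family, miR-139-5p and miR-99a-5p, which Fig 4B labels, did not pass the threshold. For miR-139-5p, from an intron of Pde2a on chromosome 7, scaled CPM were 499 ± 75.7 in mutants and 1064 ± 38.9 in controls (SD, n = 2 each), and its log2 fold change was −1.09 (standard error 0.25, adjusted p = 0.0815 from edgeR's quasi-likelihood test). For miR-99a-5p the values were 16381 ± 986 in mutants and 32484 ± 5218 in controls (SD, n = 2 each), and its log2 fold change was −0.99 (standard error 0.25, adjusted p = 0.124 from edgeR's quasi-likelihood test). Both miRNAs had lower values in each mutant library than in each control library. The number of miRNAs called lower depended on the scaling and the test. With no scaling beyond total counts it was 0, while 10 miRNAs were lower and 51 higher at an unadjusted p under 0.05, and the median log2 fold change of all tested miRNAs was then 0.44. With DESeq2's Wald test, the test named in the legend of Fig 4B, on the same 274 miRNAs, 11 were lower and 0 were higher, and these were the miRNAs labelled in Fig 4B.

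**Figure D1:**
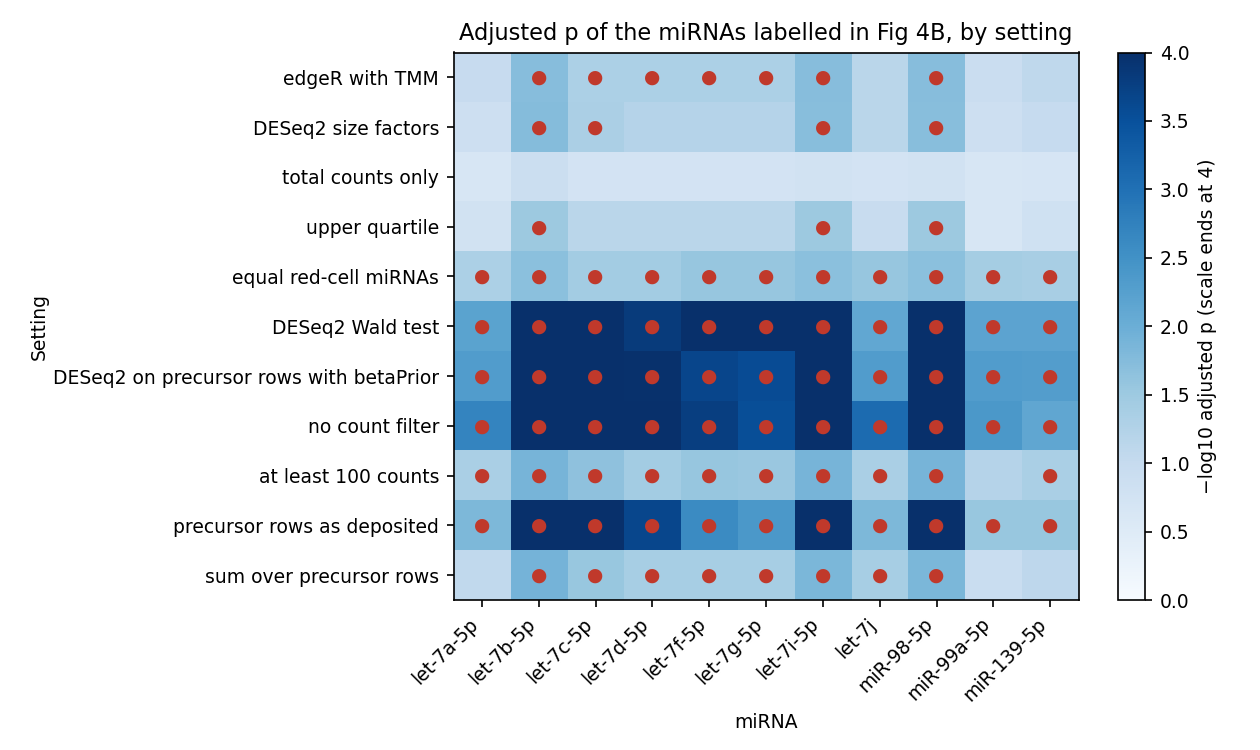
Adjusted p of the 11 miRNAs labelled in Fig 4B under each setting, as −log10 (darker for smaller p, scale ending at 4), with a red dot for an adjusted p under 0.05. The top line has dots for 7 miRNAs, the line with total counts only has none, and the lines for DESeq2's Wald test have dots for 11.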

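The let-7 family is a group of miRNAs made from hairpins at several places in the genome. The members examined by sequence share the seed GAGGTAG, while let-7j was counted by its name and its sequence was not examined. 9 let-7 miRNAs reached the count minimum, and each had lower scaled counts in both Rx-Dicer libraries than in both control libraries. Their log2 fold changes were also negative under each of the scalings tried. The reference is mm10 with the GENCODE annotation. Mirlet7b lies on chromosome 15 from 85707319 to 85707403, in an exon of the non-coding transcript Lncppara, and let-7b-5p had 66 and 59 counts in the mutant libraries against 1081 and 434 in the control libraries. As scaled CPM, this was 93.8 ± 9.80 in mutants and 685 ± 303 in controls (SD, n = 2 libraries each), a log2 fold change of −2.87 (standard error 0.37, adjusted p = 0.0188 from edgeR's quasi-likelihood test). Mirlet7i lies on chromosome 10 from 122985640 to 122985724, and let-7i-5p had scaled counts of 3177 ± 197 in mutants and 10817 ± 1068 in controls (SD, n = 2 each), a log2 fold change of −1.77 (standard error 0.25, adjusted p = 0.0188 from edgeR's quasi-likelihood test). let-7c-5p, made from Mirlet7c-1 on chromosome 16 and Mirlet7c-2 on chromosome 15, had 5079 ± 748 in mutants and 18816 ± 7545 in controls (SD, n = 2 each). Its log2 fold change was −1.89 (standard error 0.34). let-7d-5p comes from chromosome 13, where Mirlet7d lies 1714 bases from Mirlet7f-1, and let-7f-5p from Mirlet7f-1 and from Mirlet7f-2 on chromosome X. Their log2 fold changes were −1.64 (standard error 0.32) and −1.28 (standard error 0.24). For let-7g-5p, from an intron of Wdr82 on chromosome 9, it was −1.24 (standard error 0.24). The adjusted p was 0.0472 for let-7c, let-7d, let-7f and let-7g from edgeR's quasi-likelihood test. The other 3 members did not pass the threshold. The log2 fold change was −1.42 for let-7j (adjusted p = 0.0718), −1.08 for let-7a-5p (adjusted p = 0.105) and −0.62 for let-7e-5p (adjusted p = 0.497), from edgeR's quasi-likelihood test. Among the miRNAs lower in mutants were thus 6 of the 9 let-7 miRNAs tested and 1 of the 265 others (Fisher's exact test, two-sided, p = 1.05e-09). These members are not independent observations, because their sequences are nearly identical and a read can fit more than 1 of them. Over the first 22 bases, let-7a differs from let-7c at 1 base and from let-7b at 2 bases.

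**Figure D2:**
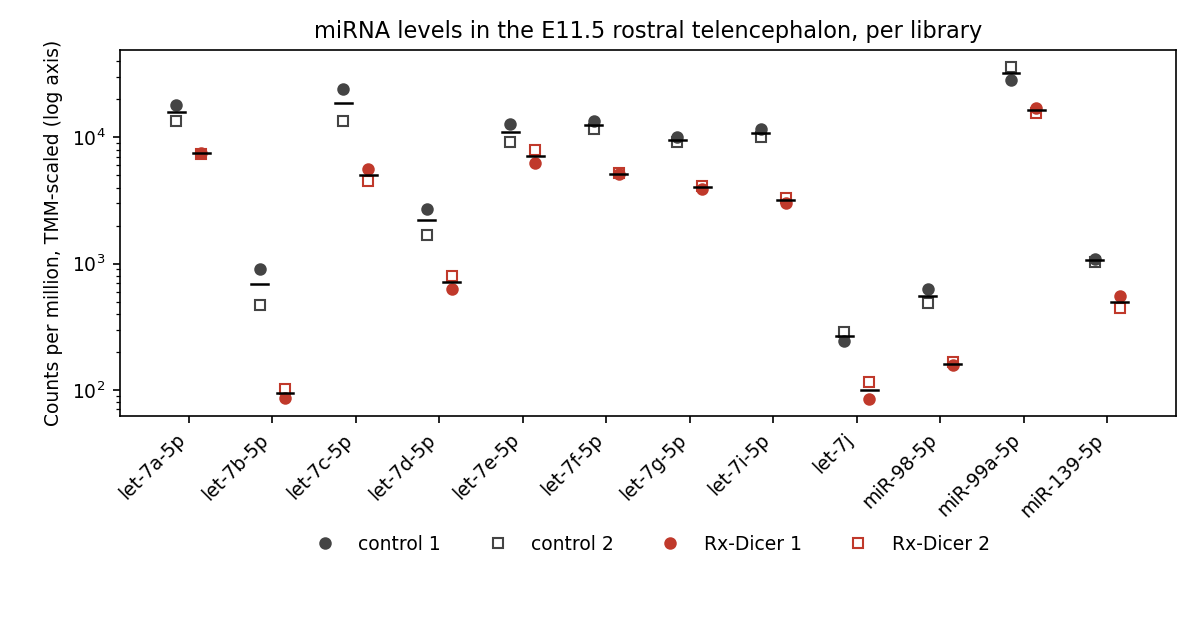
Scaled CPM, on a log axis, of the let-7 miRNAs, miR-98-5p, miR-99a-5p and miR-139-5p in each library. Grey is control and red is Rx-Dicer, circles and squares are libraries 1 and 2, black lines are means, and for let-7b-5p the mutant libraries lie at 86.8 and 101 and the control libraries at 899 and 471.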

The majority of downregulated miRNAs (eight out of 11) were members of the *let‐7* family, expressed at two‐ to fourfold lower levels in E11.5 *Rx‐Dicer* mutants compared with control littermates (Fig 4A and B, Table EV2). Using seed sequence‐based analyses, we identified the mRNAs predicted to be direct targets of the miRNAs differentially expressed in *Rx‐Dicer* mutants (Table EV3). 

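The paper predicted targets with miRWalk and kept those with experimental evidence in miRTarBase, so the genes listed for a miRNA depend also on which pairs had been studied before. Table EV3 of the paper lists 267 genes in 629 lines for 10 miRNAs. 7 of these 10 miRNAs were lower in Rx-Dicer mutants in edgeR's quasi-likelihood test of the deposited counts, and 211 of the 267 genes (79.0%) are listed for at least 1 of them. The other 56 genes are listed only for miR-139-5p, miR-99a-5p or let-7a-5p. The list rests largely on a single miRNA. It has 204 genes (76.4%) for let-7b-5p, and 193 of them are listed for no other miRNA. Among the let-7 miRNAs that passed the threshold, let-7b-5p had the lowest counts in mutants and the widest spread between the control libraries relative to their mean, with 899 and 471 scaled CPM. The numbers of genes the paper lists for the other members are 13 for let-7c-5p, 10 for let-7d-5p, 7 each for let-7f-5p and let-7i-5p, and 5 for let-7g-5p.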

Gene Ontology analysis of the predicted target gene set revealed an enrichment in terms related to regulation of transcription, response to DNA damage and apoptosis, positive regulation of cell proliferation, cell cycle re‐entry, and cell–cell adhesion (Fig 4C, Table EV4). These functional terms were independently confirmed by the analysis of signaling pathways, which highlighted that our set of target genes are involved in several cancer pathways including glioma, pathways promoting stem cell pluripotency and proliferation, focal adhesion, and p53 signaling (Fig 4C, Table EV5). Salient functional terms and signaling pathways were consistent with the rosette phenotype we observed in *Rx‐Dicer* mutants, pointing to a direct role of the differentially expressed miRNAs (mostly *let‐7*) in the maintenance of the homeostasis of the telencephalic neuroepithelium, and thus the emergence of rosettes in their absence.

**Figure 4:**
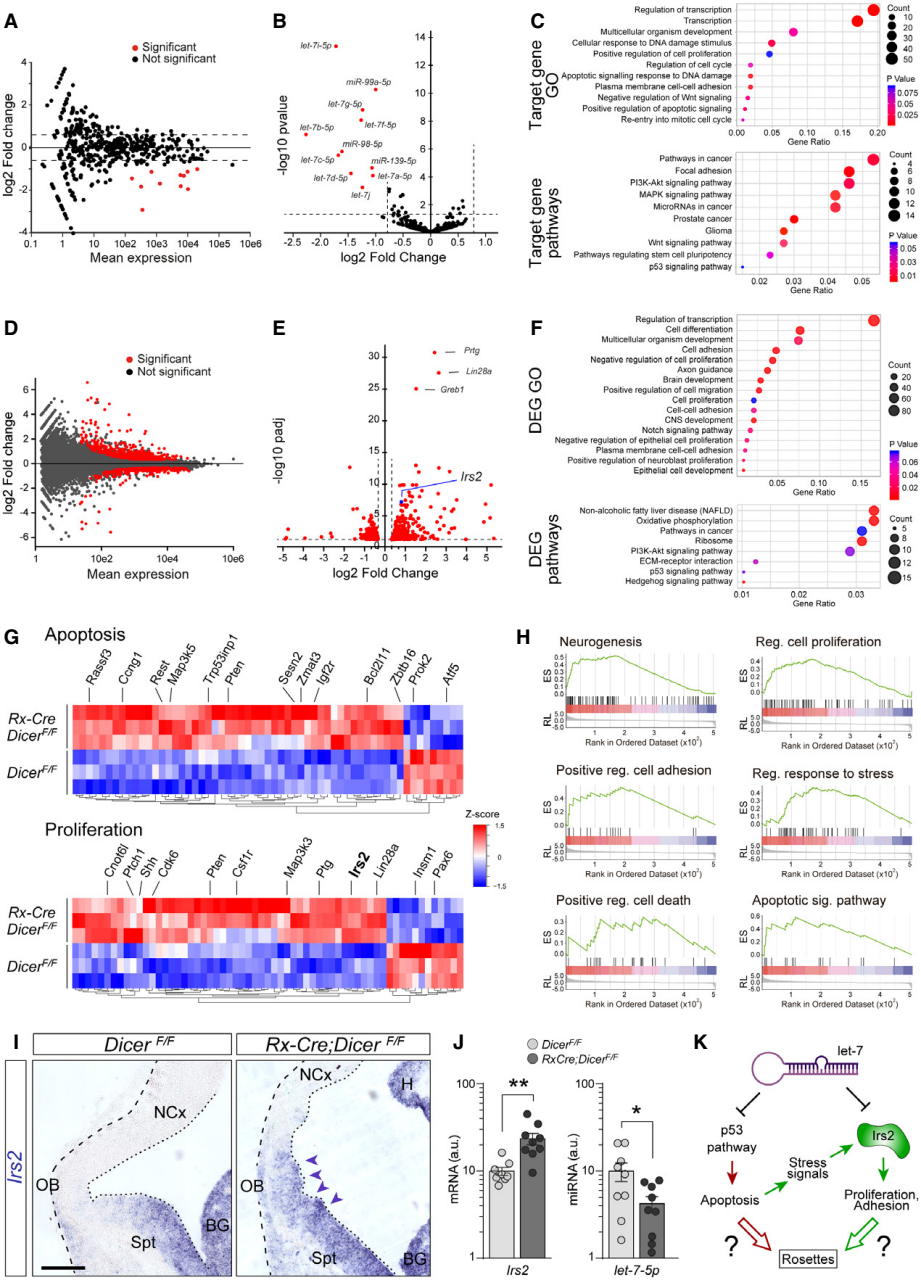
Changes in expression of miRNAs and mRNAs upon early loss of Dicer A, BChanges in expression levels of miRNAs between control and *Rx‐Dicer* mutants at E11.5 in the rostral telencephalon. Red dots indicate statistically differentially expressed miRNAs according to FDR correction of *P* values based on the Wald statistic (DESeq2 analysis) (B). Dashes lines indicate stringency limits in evaluation of results.CGene Ontology terms (top) and signaling pathways (bottom) associated with target genes of the miRNAs differentially expressed between control and *Rx‐Dicer* mutants.D, EChanges in mRNA expression levels between control and *Rx‐Dicer* mutants at E11.5 in the rostral telencephalon. Statistically differentially expressed mRNAs according to FDR correction of *P* values based on the Wald statistic (DESeq2 analysis; Adj. *P *<* *0.1 and FC > 1.25) are highlighted in red, and the three with the highest Adj. *P* value are identified by name. Blue dot indicates *Irs2*: FC = 1.748, Adj. *P *=* *5.95e‐08.FGene Ontology terms (top) and signaling pathways (bottom) associated with mRNAs differentially expressed between control and *Rx‐Dicer* mutants.GHeat maps of relative expression levels of DEGs related to apoptosis (top) and proliferation (bottom). Rows correspond to independent biological replicates. Indicated are some example genes.HEnrichment plots from GSEA for MSigDB hallmark neurogenesis (NES = 2.98; *P* = 0; Adj. *P *=* *0.00045), regulation of cell proliferation (NES = 2.40; *P* = 0; Adj. *P *=* *0.0033), positive regulation of cell adhesion (NES = 2.06; *P* = 0.0058; Adj. *P *=* *0.013), regulation of response to stress (NES = 2.50; *P* = 0; Adj. *P *=* *0.0023), positive regulation of cell death (NES = 1.84; *P* = 0.0179; Adj. *P *=* *0.0326), and apoptotic signaling pathway (NES = 1.59; p = 0.047; Adj. *P *=* *0.084).I, JISH stains of *Irs2* mRNA, and qPCR for *Irs2* mRNA and *let‐7-5p* miRNA, in the rostral telencephalon of control and *Rx‐Dicer* mutant embryos. Dashed line indicates basal border, and dotted line indicates apical surface. Arrowheads indicate area with the greatest increase in *Irs2* expression. BG, basal ganglia; H, hippocampus; NCx, neocortex; OB, olfactory bulb; Spt, septum. Histograms represent mean ± SEM (logarithmic scale); symbols in plots indicate values for individual embryos; *t*‐test, *P <* *0.05, **P <* *0.01. *N *=* *6–9 replicates per group. Scale bar, 100 μm.KWorking model of two potential genetic mechanisms leading to rosette formation in *Dicer* mutants: red, direct effect of increased p53 pathway activity upon loss of *let‐7*; green, *Irs2* expression is massively increased by the combined effect of *let‐7* loss and increased p53‐related cell stress signals, which enhances proliferation and decreases cell adhesion, leading to rosettes.

RNA‐Seq analysis of protein‐coding genes revealed 542 transcripts differentially expressed between mutant and control littermates (DEGs; *P*adj* *<* *0.05, fold change > ± 1.25; Fig 4D, Table EV6). As expected by a loss in miRNAs as negative regulators of mRNA abundance, a majority of DEGs were upregulated (59%) and their average fold change (log_2_FC = 1.026 ± 0.046) was greater than among downregulated genes (41%, log_2_FC = −0.685 ± 0.042; *P *=* *4,5e‐103, *t*‐test). Among the top 5% of DEGs most significantly changed, we found *Prtg*, *Lin28*, *Greb1,* and *Irs2* (Fig 4E), known as positive regulators of cell proliferation upregulated in cancer (Wong *et al*, 2010; Stamateris *et al*, 2016; Farzaneh *et al*, 2017; Hodgkinson *et al*, 2018). Gene Ontology analyses of DEGs revealed that the terms most highly enriched were related to regulation of transcription, cell differentiation, regulation of proliferation, cell adhesion, cell migration, and epithelial cell development (Fig 4F, Table EV7). In agreement with these GO terms, KEGG pathway analysis highlighted pathways involved in cancer and progenitor cell proliferation (Shh, PI3K‐Akt, ECM), as well as in apoptosis (p53; Fig 4F, Table EV8). Accordingly, miRNAs of the *let‐7* family are downregulated in various types of cancer (Johnson *et al*, 2005; Roush & Slack, 2008) and several regulate p53 signaling, cell proliferation, and/or tumorigenicity (Yu *et al*, 2007; Suh *et al*, 2012; Wang *et al*, 2012; Li *et al*, 2014; Subramanian *et al*, 2015). These results revealed a transcriptomic landscape in E11.5 *Rx‐Dicer* mutant embryos consistent with our observed phenotypes of abundant cell death and formation of rosettes with high cell cycle re‐entry. *Ad hoc* analyses of differential expression confirmed the occurrence of transcriptomic changes directly or indirectly involved in regulation of cellular apoptosis and proliferation (Fig 4G). Regarding increased apoptosis, this included augmented expression of *Rassf3*, *Trp53inp1*, *Sesn2*, and *Zmat3* and reduced levels of *Prok2* and *Atf5* (Kudo *et al*, 2012; Juliana *et al*, 2017; Zhang *et al*, 2019), whereas increased levels of *Ptch1*, *Shh*, *Cdk6*, *Pten*, and *Irs2* and reduced levels of *Insm1* and *Pax6* were consistent with augmented apical progenitor cell amplification (Gritli‐Linde *et al*, 2002; Farkas *et al*, 2008; Wong *et al*, 2015; Stamateris *et al*, 2016; Tavano *et al*, 2018). Gene set enrichment analysis confirmed the genetic upregulation of the same and related processes and signaling pathways (Fig 4H and [Link], [Link]), further supporting their involvement in apoptosis and formation of proliferative rosettes in *Rx‐Dicer* mutants. Furthermore, a number of both differentially expressed mRNAs and target genes of differentially expressed miRNAs were functionally related to cell adhesion, thus possibly contributing to alter the apical adherens junction belt and the formation of rosettes. Functional annotation of targets of differentially expressed miRNAs revealed many GO categories related to adhesion including “Heterophilic cell‐cell adhesion via plasma membrane cell adhesion molecules” and “Substrate adhesion‐dependent cell spreading”, and significant enrichment for the KEGG pathway “Focal adhesion” (Table EV11). Similarly, many differentially expressed mRNAs in Rx‐Dicer mutant embryos were functionally related to the GO terms “Cell adhesion”, “Cell–cell adhesion”, “Single organismal cell‐cell adhesion”, “Heterophilic cell–cell adhesion via plasma membrane cell adhesion molecules”, and “Extracellular matrix‐receptor interaction”. GSEA of DEGs was consistent with the above results, revealing significant enrichment for the GO categories “Biological adhesion”, “Positive regulation of cell adhesion”, “Regulation of cell adhesion”, and “Cell–cell adhesion”, whereas GSEA for KEGG pathways identified genes associated with “Focal adhesion” and “Adherens junction” (Table EV11). Upregulation of *Irs2* and downregulation of *let‐7* expression in the rostral telencephalon of *Rx‐Dicer* mutant embryos compared with controls was confirmed by *in situ* hybridization and/or quantitative PCR (*Irs2*, 2.35‐fold increase, *P *< 0.01; *let‐7*, 2.34‐fold decrease; Fig 4I and J).

Taken together, our findings demonstrated that multiple miRNAs and protein‐coding genes are deregulated in the rostral telencephalon of E11.5 *Rx‐Dicer* mouse embryos. These included members of the *let‐7* family of miRNAs, the p53 pro‐apoptotic pathway and pathways promoting cell proliferation and adhesion, suggesting their potential relevance in the formation of proliferative rosettes observed in these mutants (Fig 4K). We further hypothesized that high p53‐mediated apoptosis might release stress signals that increase expression of genes and pathways promoting proliferation, such as *Irs2* (Fig 4K).

### p53 is required for rosette formation in *Dicer* mutant embryos

Our above analyses revealed that the earliest phenotype in *Rx‐Dicer* mutant embryos, preceding the formation of rosettes, was the occurrence of massive cell death starting at E11.5 and that at this stage there was a significant increase in expression of genes related to the p53 signaling cascade, key for apoptosis. 

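The size of the let-7 decrease differed among members and between the control libraries. Among the 6 let-7 miRNAs that passed the threshold, the decrease ranged from 2.37-fold for let-7g-5p to 7.32-fold for let-7b-5p, and the other 4 lay between 2.42-fold and 3.70-fold. For the members that did not pass it, the decrease was 2.68-fold for let-7j, 2.11-fold for let-7a-5p and 1.54-fold for let-7e-5p. With each library left out in turn, the log2 fold change of let-7b-5p ranged from −3.26 to −2.29, that of let-7c-5p from −2.25 to −1.37, that of let-7i-5p from −1.87 to −1.63 and that of let-7g-5p from −1.31 to −1.14. The counts of all let-7 miRNAs were also summed, and a read that was counted on several near-identical members enters this sum more than once. The sum was 33170 ± 1651 scaled CPM in Rx-Dicer mutants and 81703 ± 20129 in controls (SD, n = 2 libraries each). This is a 2.46-fold decrease, a log2 fold change of −1.30 (standard error 0.28). Its unadjusted p was 0.00107, and its adjusted p over 266 miRNAs was 0.142 in edgeR's quasi-likelihood test. The alternative that moved this fold change most was scaling to equal counts of red-cell miRNAs (mostly miR-486a-5p), which gave −1.73. As a share of all miRNA counts, let-7 made up 3.77% (95% Wilson interval 3.72 to 3.82) and 3.83% (3.77 to 3.88) in Rx-Dicer libraries 1 and 2. In control libraries 1 and 2 it made up 8.69% (8.64 to 8.74) and 5.66% (5.61 to 5.70). The share was 1.54 times as high in control library 1 as in control library 2, a difference far outside counting error. The means differed by −3.37 percentage points, and each mutant library lay below each control library (exact permutation test, two-sided, p = 0.333, the smallest p that 2 libraries against 2 allow).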

In agreement with these findings, we observed a severe downregulation of expression of *let7* miRNAs (two‐ to fourfold decrease; Fig 4A and B), which have been suggested to repress p53 signaling in a feed‐back loop manner (Hau *et al*, 2012). So, next we analyzed the potential involvement of p53 signaling in the formation of rosettes in *Rx‐Dicer* mutants. Under normal conditions, p53 is expressed at low levels as an inactive peptide, which upon DNA damage undergoes phosphorylation, becoming biologically active (Joerger & Fersht, 2016). Immunostains against phospho‐p53 revealed a dramatic increase in positive cells in the rostral telencephalon of *Rx‐Dicer* mutants, as compared to controls (Fig 5A–C). This supported the notion that overactivation of p53 might underlie the high levels of apoptosis in these mutants (Siliciano *et al*, 1997). To test this possibility, we conditionally knocked‐out *p53* from our *Rx‐Cre;Dicer* ^*F*/*F*^ mutant mice by crossing them with a *p53* floxed mouse line (*p53* ^*F*/*F*^) (Marino *et al*, 2000). This resulted in *Rx‐Cre;Dicer* ^*F*/*F*^ *;p53* ^*F*/*F*^ mice (*Rx‐Dicer‐p53* double mutants from hereon), deficient in both *Dicer* and *p53* upon *Rx*‐driven Cre recombination. 60% of *Rx‐Dicer‐p53* double mutant embryos displayed a prominent 35% reduction in apoptosis compared with *Rx‐Dicer* single mutants at E12.5 (Fig 5D–H), which was further reduced down to control levels in the remaining 40% of mutant embryos (Fig 5G and H).

**Figure 5:**
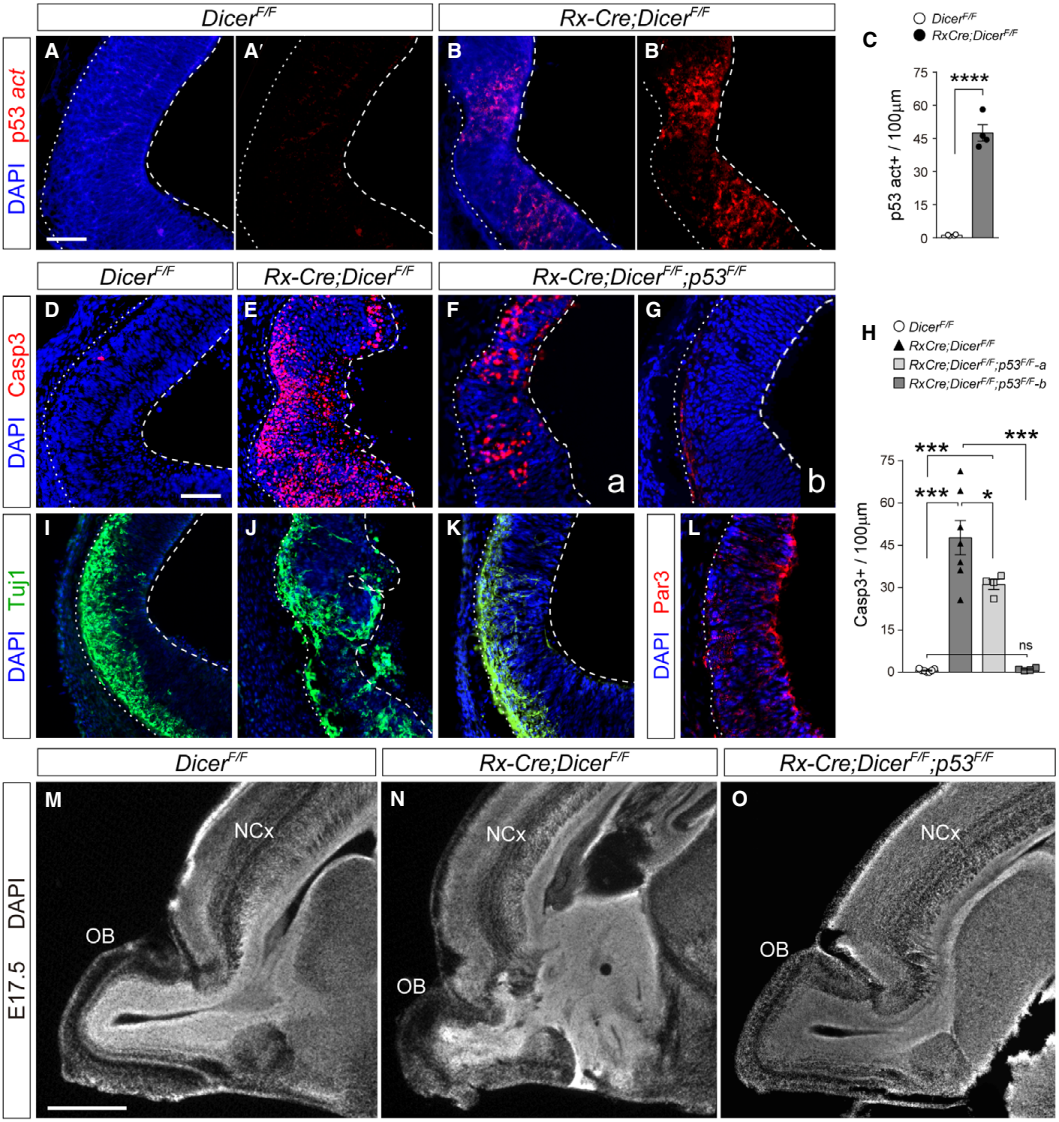
Loss of *p53* in *Dicer* mutants blocks the formation of rosettes A–CImmunostains for activated p53 (red) in the rostral telencephalon of control and *Rx‐Dicer* mutant embryos at E12.5, and quantification of positive cells (C). Dashed lines indicate apical side, and dotted lines indicate basal side. *N *=* *4 replicates per genotype. Scale bar, 50 μm.D–LRostral telencephalon of E12.5 embryos of the indicated genotypes immunostained for the detection of apoptotic cells (Casp3), neurons (Tuj1), and the apical complex protein Par3, and quantification of cells positive for Casp3 (H). *N *=* *4–7 replicates per genotype. Scale bar, 50 μm.M–OSagittal sections through the rostral telencephalon of E17.5 embryos of the indicated genotypes. Note the rosettes and general disorganization in *Rx‐Dicer* single mutants, and complete rescue of this phenotype in *Rx‐Dicer‐p53* double mutants. Images in panels M, N are re‐used from Fig 2A. NCx, neocortex; OB, olfactory bulb. Scale bar, 1 mm.Data information: Data in histograms are mean ± SEM, symbols indicate values for individual embryos; *t*‐test; ns, not significant; *P <* *0.05, ***P <* *0.001, ****P <* *0.0001.

Next, we investigated whether the loss of apoptosis in the absence of Dicer, as in *Rx‐Dicer‐p53* double mutants, might be sufficient to suppress the disruption of apical junctions and the neuronal ectopias observed in *Rx‐Dicer* single mutants. Immunostains for Tuj1 and Par3 showed a near‐complete rescue of these defects in *Rx‐Dicer‐p53* double mutants (Fig 5I–L). Given the association of these defects with the formation of rosettes, our observations suggested that the loss of *p53* might also be sufficient to rescue the formation of rosettes in *Rx‐Dicer* mutants. Analysis of E17.5 *Rx‐Dicer‐p53* double mutant embryos showed that the vast majority developed completely normal OB and rostral telencephalon, with no rosettes (eight out of nine embryos), as opposed to single *Rx‐Dicer* mutants (Fig 5M–O). Altogether, these results indicated that at early stages of telencephalic development the absence of miRNAs leads to overactivation of the *p53* signaling pathway, which in turn leads to the abnormal development of the rostral telencephalon and the formation of rosettes.

### High levels of *Irs2* drive rosette formation without apoptosis

*Rx‐Dicer* mutants displayed overactivation of the p53 signaling, which resulted in high levels of apoptosis and rosette formation without a negative impact on progenitor proliferation. In fact, progenitor cells within rosettes were highly proliferative with an increased rate of cell cycle re‐entry compared with controls (Fig 2H). Signals inducing apoptosis, and stress signals released by apoptotic cells, are also known to upregulate genes that promote cell proliferation directly or indirectly (Evan *et al*, 1995; Udelhoven *et al*, 2010). Based on this, we screened our list of DEGs in *Rx‐Dicer* mutants to identify genes that promote cell proliferation, are known to be upregulated by stress signals, and are target of *let‐7* miRNAs. We identified a single gene fulfilling these three conditions: *insulin receptor substrate 2* (*Irs2*). First, our transcriptomic analyses had revealed that *Irs2* levels are increased in the rostral telencephalon of E11.5 *Rx‐Dicer* mutant embryos compared with controls, which we independently confirmed by *in situ* hybridization and qPCR (Fig 4E, G, I and J). Moreover, among the most significant signaling pathways related to DEGs in *Rx‐Dicer* mutants is the non‐alcoholic fatty liver disease pathway, headed by *Irs2* (Fig 4F, Table EV8). Second, previous studies demonstrated that expression of *Irs2* is directly downregulated by *let‐7* (Frost & Olson, 2011; Zhu *et al*, 2011). Third, our GSEA identified *regulation of response to stress* among the most significant terms (Fig 4H).

To determine whether the phenotype observed in *Rx‐Dicer* mutants, and rescued upon loss of p53, was the result of upregulation of *Irs2*, we next performed acute overexpression experiments by *in utero* electroporation in E12.5 wild‐type embryos, where all other developmental parameters were otherwise normal. Two days after overexpression of *Irs2* in the rostral telencephalon, we observed the presence of ectopic neurons in the VZ and proliferative rosettes in the telencephalic parenchyma (Fig 6A–E). These rosettes exhibited the characteristic features found also in *Rx‐Dicer* mutants, including a small central lumen limited by a Par3^+^ AJ belt and a circle of apical mitoses, and then a band of basal mitoses, and surrounded externally by Tuj1^+^ neurons (Fig 6F–H). The presence of the AJ belt inside these rosettes in electroporated wild‐type embryos indicated that they formed by invagination of the VZ, as in *Rx‐Dicer* mutants. Five days after electroporation (E17.5), rosettes remained in the white matter (Fig 6D), largely reminiscent of *Rx‐Dicer* mutants (Fig 2D).

**Figure 6:**
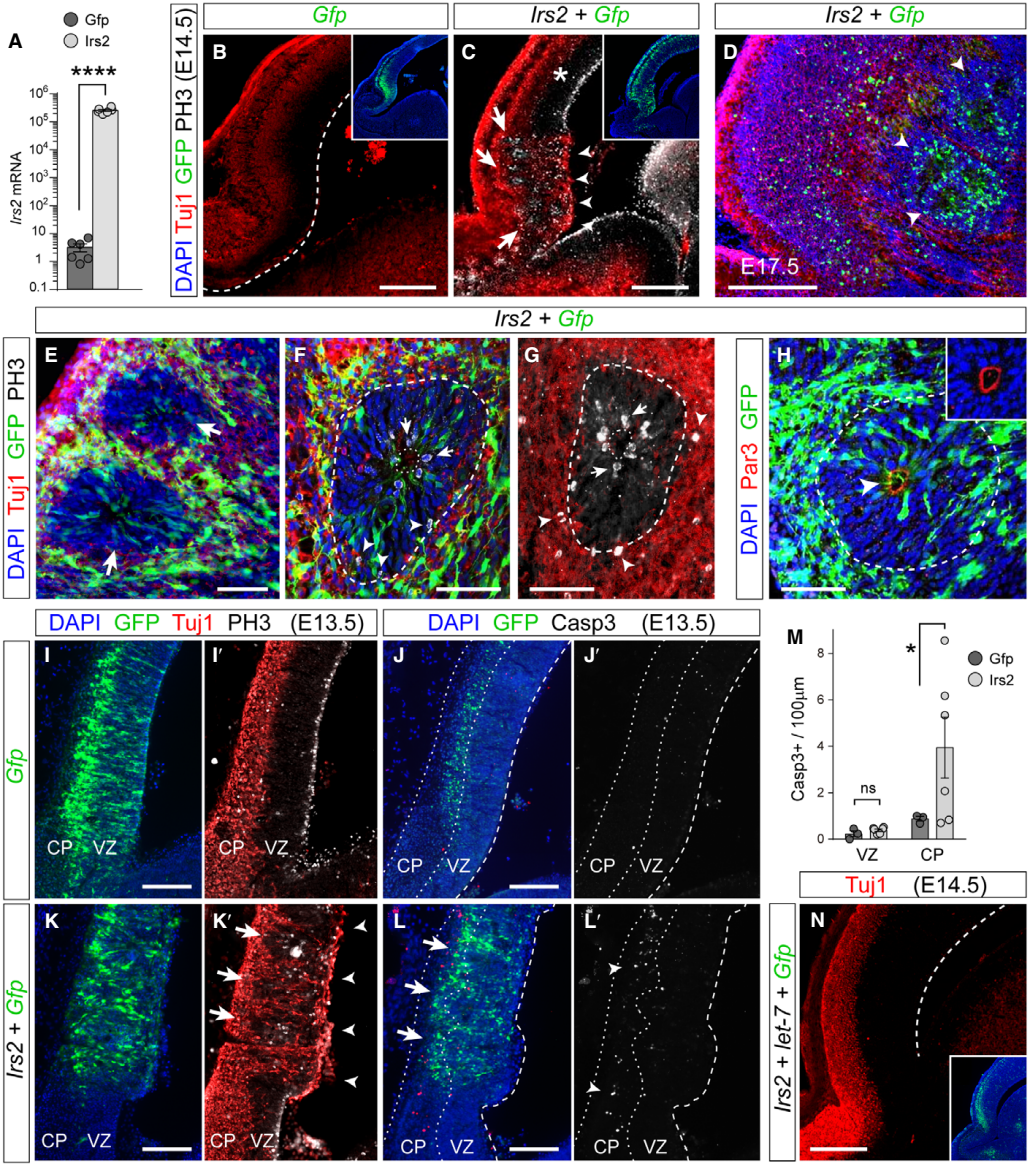
Rosettes form by upregulation of *Irs2* expression ARelative *Irs2* mRNA levels in HEK cells upon transfection with *Gfp*‐ or *Irs2*‐encoding plasmids. Mean ± SEM; *t*‐test, ****P <* *0.0001. *N *=* *6 replicates per group.B–DDistribution of neurons (Tuj1, red), GFP (green), and mitoses (PH3, white) in the rostral telencephalon of wild‐type E14.5 or E17.5 mouse embryos, as indicated, electroporated at E12.5 with the indicated plasmid combinations. Dashed line indicates the apical surface. Insets show the same field of view, with location and extent of electroporations. Note the overlap of rosettes (arrows) with ectopic neurons at the apical surface (arrowheads) and increased basal mitoses, upon overexpression of *Irs2* (C). Asterisk indicates the absence of malformation in nearby cortex. At E17.5 (D), GFP^+^ rosettes remain in deep cortical layers (arrowheads).E–HDetails of rosettes (large arrows in E; dashed lines in F–H) from *Irs2 *+ *Gfp*‐overexpressing E14.5 embryos immunostained as indicated. Small arrows indicate apical mitoses, arrowheads indicate basal mitoses (F, G) and Par3^+^ apical surface at the center of rosettes (H), dotted lines indicate apical surface, and dashed lines indicate basal side of rosettes. Inset in (H) is at the same scale.I–MDistribution of neurons (Tuj1, red), GFP (green), and mitotic (PH3, white) or apoptotic (Casp3, white) cells in the rostral telencephalon of wild‐type E13.5 embryos electroporated at E12.5 with the indicated plasmids, and quantification of Casp3^+^ cells (M). Dashed line indicates apical surface, and dotted lines indicate borders of the cortical plate (CP). Nascent rosettes (arrows) are next to ectopic ventricular neurons (arrowheads in K′) and basal mitoses, without significant apoptosis in VZ (L′, M). Mean ± SEM; *t*‐test; ns, not significant, *P <* *0.05. *N *=* *3–6 replicates per group.NDistribution of neurons (Tuj1, red) in the rostral telencephalon of wild‐type E14.5 embryos electroporated at E12.5 with a combination of plasmids encoding *Irs2, let‐7a*, *let‐7b* and *let‐7c*, and *Gfp*. Dashed line indicates apical surface. Formation of rosettes in *Irs2*‐expressing embryos is rescued by overexpression of *let‐7*. Inset shows the same field of view, with location and extent of electroporation.Data information: Scale bars, 150 μm (B–D, N), 50 μm (E–H), 100 μm (I–L).

The above analyses of Rx‐Dicer mutants showed that hyperproliferative rosettes affected the neocortex only in its most rostral region, not in the parietal or caudal parts (Figs 2D, and EV3A and B). Because Cre recombination and loss of miRNAs in these mutants were highly regionalized in a similar pattern (Figs EV1 and 2), it was unclear whether this might be the cause of regionalized rosette formation. To elucidate whether other neocortical regions are susceptible to form rosettes following high *Irs2* expression, we performed *in utero* electroporation of wild‐type embryos at E12.5 to overexpress *Irs2* in a very large extension of the neocortical primordium starting from its rostral end, next to the OB (Fig EV3C). Analysis at E14.5 revealed the formation of rosettes in the most rostral aspect of the neocortex, as expected. However, this defect was sharply interrupted, with the remaining more caudal regions seemingly perfectly normal in spite of similar levels of electroporation (Fig EV3C). This showed that not all regions of the cortical neuroepithelium are susceptible to high *Irs2* levels in the formation of rosettes, suggesting the existence of different genetic mechanisms to maintain cellular homeostasis across the developing telencephalon.

Our findings so far demonstrated that the rosette phenotype of *Rx‐Dicer* mutants requires overactivation of the p53 pathway and that it is phenocopied in normal embryos by overexpression of *Irs2* alone. This was in full agreement with our working model, where both the loss of *let‐7* and the release of stress signals upon p53‐mediated apoptosis may increase *Irs2* expression in *Rx‐Dicer* mutants, and this may lead to formation of rosettes (Fig 4K). Because rosettes in *Rx‐Dicer* mutants were always linked to increased proliferation, impaired adherens junctions, and massive apoptosis, it was still unclear whether the formation of rosettes by *Irs2* overexpression in wild‐type embryos involved solely increased proliferation and perturbed cell adhesion, or also massive cell death. To test this, we again overexpressed *Irs2* by *in utero* electroporation of wild‐type embryos at E12.5 (where all other developmental parameters were normal) and analyzed the effects of this overexpression on apoptosis 1 day later, at E13.5, a time when rosettes were forming following this manipulation (Fig 6C). In contrast to controls, *Irs2*‐overexpressing embryos showed a massive displacement of Tuj1^+^ neurons from CP to the ventricular surface, coupled to the displacement of apical mitoses to basal positions, seemingly forming nascent rosettes (Fig 6I–K′). Importantly, however, the abundance of Casp3^+^ apoptotic cells among cortical progenitors in the VZ was negligible, similar to control GFP‐electroporated embryos (Fig 6M) and completely different than in *Rx‐Dicer* mutants (Fig 1B and C). The only significant increase in Casp3^+^ cells was at the CP (Fig 6J–M), which was not part of rosettes, and nevertheless was one order of magnitude lower than in *Rx‐Dicer* mutants at the age of rosette onset (Fig 1E). Taken together, our experiments in wild‐type embryos, where expression of miRNAs and levels of apoptosis were normal, demonstrated that increased expression of *Irs2* alone was in itself sufficient to induce the formation of rosettes, and this did not involve the massive apoptosis of progenitor cells.

### *let‐7* miRNAs block the Irs2‐driven formation of rosettes

Our results demonstrated that the loss of cellular homeostasis and formation of rosettes in the telencephalic neuroepithelium require high levels of Irs2, but not massive apoptosis, supporting the notion that this phenotype in *Rx‐Dicer* mutants emerges from their increased *Irs2* levels. Because *Irs2* is a direct target of, and downregulated by, *let‐7* miRNAs (Frost & Olson, 2011; Zhu *et al*, 2011), and these are downregulated in *Rx‐Dicer* mutants, increased levels of *Irs2,* and formation of rosettes in these mutants might be the consequence of low *let‐7* levels. 

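Irs2 lies on chromosome 8 of mm10 from 10984681 to 11008458, on the minus strand, and its annotated transcript has 2 exons and 6323 bases. The complement of the let-7 seed, CTACCTC, occurs at 2 places in this transcript. The first is in the coding sequence in exon 1, from 11006154 to 11006160, within the sequence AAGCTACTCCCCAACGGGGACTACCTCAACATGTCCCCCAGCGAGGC. The second is in the 3′ UTR in exon 2, from 10986529 to 10986535, within the sequence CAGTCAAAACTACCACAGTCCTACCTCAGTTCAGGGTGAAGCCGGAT. At both places the match is followed by A, the base that often stands opposite the first base of the miRNA. Table EV3 of the paper has 0 lines for Irs2. The paper's Table EV6 gives for Irs2 mRNA a log2 fold change of 0.81 (the paper's adjusted p = 5.95e-08). In the small RNA libraries, let-7a-5p, the member with the highest mean count in mutants, had 15861 ± 3167 scaled CPM in controls and 7510 ± 89.2 in mutants (SD, n = 2 libraries each). This member did not pass the threshold (adjusted p = 0.105 from edgeR's quasi-likelihood test), while 6 other let-7 miRNAs did. The paper's qPCR of let-7, which used a let-7a assay, also showed a decrease in mutants. From the lower let-7 levels, and from reports that let-7 represses Irs2 directly, the paper proposes that low let-7 raises Irs2 in these mutants. It proposes that rosettes follow from this, and tests both steps by changing let-7 and Irs2 in wild-type embryos.

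**Figure D3:**
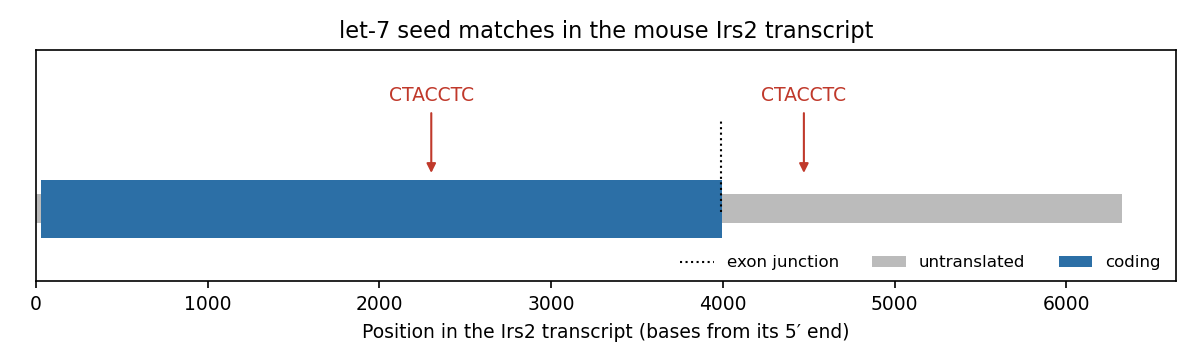
Map of the mouse Irs2 transcript, in bases from its 5′ end, with the coding sequence in blue, untranslated sequence in grey and the exon junction dotted. Red arrows mark the let-7 seed matches, which start at base 2299 in the coding sequence and base 4469 in the 3′ UTR.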

To directly test this possibility and confirm the functional interaction between *let‐7* and Irs2 in the formation of rosettes, we co‐electroporated wild‐type embryos with plasmids encoding *Irs2* together with a mixture of three mature *let‐7* miRNAs (*let‐7a-5p*, *let‐7b-5p,* and *let‐7c-5p*) that target the *Irs2* coding sequence. The addition of these *let‐7* miRNAs was sufficient to rescue the malformations in a majority of embryos overexpressing *Irs2* (Figs 6N and 7A).

**Figure 7:**
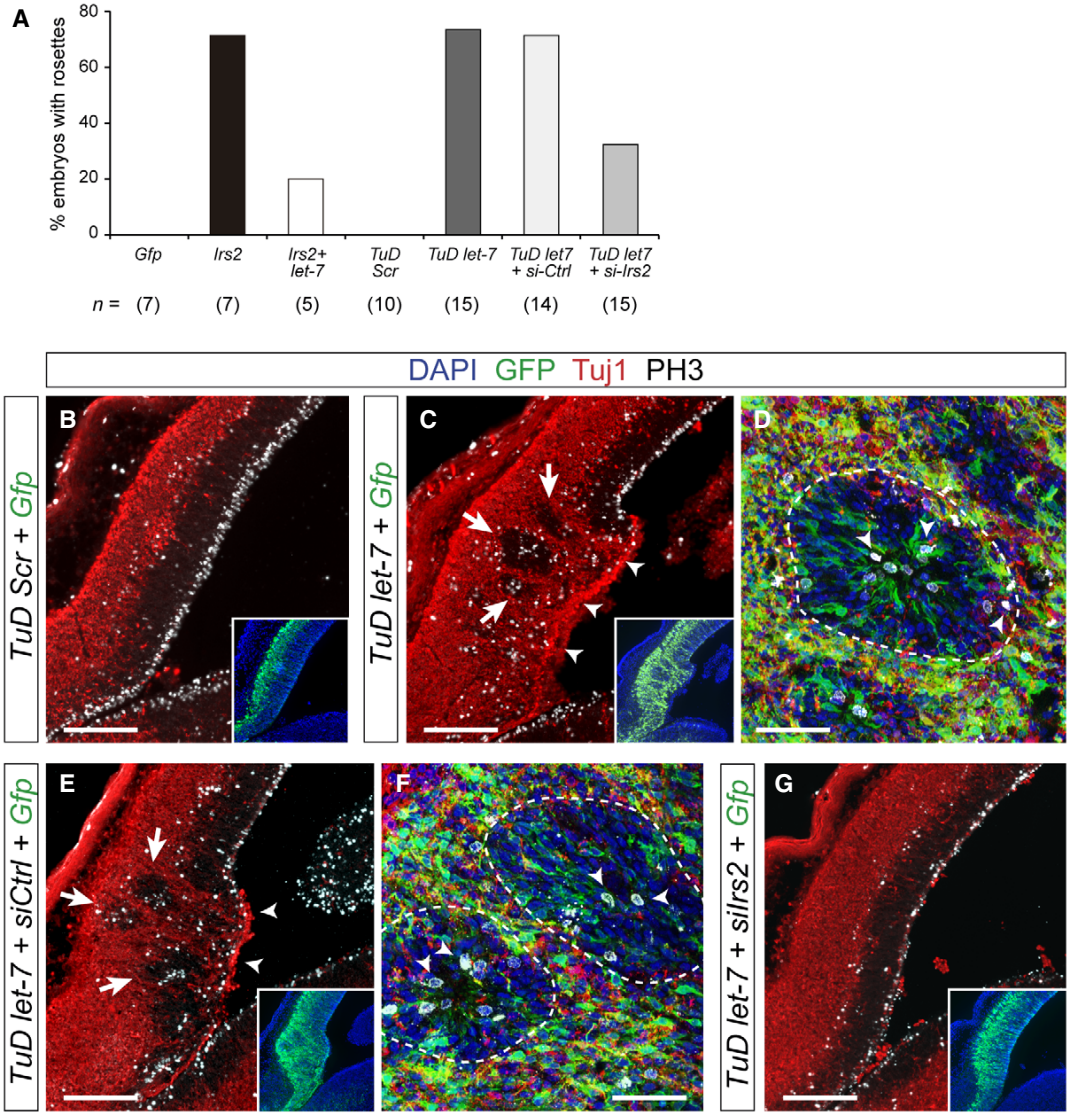
Rosettes form by loss of *let‐7* and upregulation of *Irs2* expression AFrequency of rosette formation in the experimental conditions indicated. *n*, number of embryos per condition.B–GDistribution of neurons (Tuj1, red), GFP (green), and mitoses (PH3, white) in the rostral telencephalon of wild‐type E14.5 mouse embryos electroporated at E12.5 with the indicated plasmid combinations. Inset shows the same field of view, with location and extent of electroporations. In (C) and (E), arrows indicate rosettes and arrowheads indicate neuronal ventricular ectopias. (D) and (F) are high magnification details of individual rosettes (dashed lines), where arrowheads indicate apical and basal mitoses. Loss of endogenous *let‐7* drives the formation of rosettes and ventricular neuronal ectopias (C), which is rescued with the additional loss of *Irs2* (G).Data information: Scale bars, 150 μm (B, C, E, G), 50 μm (D, F).

Next, we studied whether the loss of endogenous, physiological levels of *let‐7* in wild‐type embryos is sufficient in itself to recapitulate the rosette phenotype observed in *Rx‐Dicer* mutants, and upon experimental overexpression of *Irs2* in control animals. To perform loss of function of *let‐7,* we generated sequence‐specific Tough Decoys (TuD *let‐7*), which decreased more than 80% the endogenous levels of *let‐7* in HEK cells (Fig EV4A). Two days after *in utero* electroporation of *TuD let‐*7 in the rostral telencephalon of E12.5 wild‐type embryos, distinct proliferative rosettes and neuronal ectopias had formed in 73% of cases (similar to *Irs2* overexpression), but not in control *TuD‐Scr* electroporated embryos (Fig 7A–D). These rosettes were very similar to those observed in *Rx‐Dicer* mutants and upon *Irs2* overexpression, consistent on a concentric array of radial glia‐like progenitor cells with apical mitoses in the central lumen, basal mitoses in the periphery, and externally surrounded by Tuj1^+^ neurons (Fig 7C and D). This result, together with our transcriptomic analyses in *Rx‐Dicer* mutants, suggested that formation of hyperproliferative rosettes is due to increased levels of *Irs2* as a result of the loss of *let‐7*. Consistent with this notion, expression of *TuD let‐7* in the rostral cortex led to a detectable 40% increase in endogenous Irs2 protein (Fig EV4B and C), demonstrating that endogenous *let‐7* reduces Irs2 protein levels. To test our hypothesis functionally, we performed rescue experiments where wild‐type embryos were co‐electroporated with *TuD let‐7*, and with siRNAs against *Irs2* for loss of function. Whereas control siRNAs had null influence on the formation of rosettes by *TuD let‐7*, which continued to be observed in 71% of embryos, siRNAs against *Irs2* were sufficient to completely suppress this phenotype in a majority of *TuD let‐7* embryos (observed in only 33% of cases; Fig 7A and E–G). Altogether, our results demonstrated that the formation of rosettes in *Rx‐Dicer* mutants is the result of the upregulation of *Irs2* caused by the loss of *let‐7*.

**Figure EV4:**
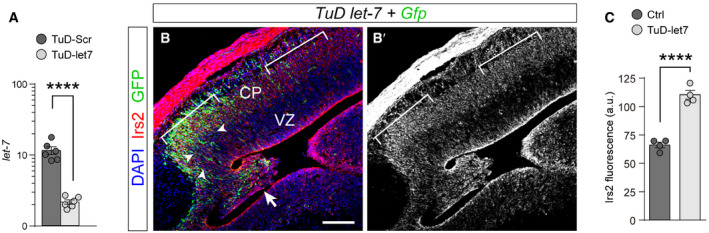
Loss of *let‐7* in the rostral cerebral cortex leads to increased Irs2 AqPCR quantification of endogenous levels of mature *let‐7* in HEK cells upon transfection with *TUD‐Scr* or *TUD‐let7* encoding plasmids. Mean ± SEM and individual data points are shown on a logarithmic scale; *n *=* *6 replicates per group; *t*‐test, ****P <* *0.0001.B, CSagittal section of a wild‐type embryo electroporated with *TuD let‐7 *+ *Gfp* plasmids at E12.5 and analyzed at E14.5 for the immunodetection of Irs2 protein (red, white), and quantification (C). Brackets indicate the electroporated area of neocortex (green) and the adjacent control area compared. Mean ± SEM and individual data points are shown; *n *=* *4 replicates per group; *t*‐test, ****P <* *0.0001. Levels of Irs2 almost doubled upon expression of *TuD‐let7*. Rosettes are indicated by arrowheads, and the typical ventricular neuronal ectopia caused by the loss of *let‐7* is indicated by an arrow.Data information: Scale bar, 100 μm (B).

Finally, we tested whether the novel role of Irs2 in promoting the proliferation of murine cortical progenitor cells is conserved in the developing human cortex. We generated dorsal cerebral organoids from healthy human induced pluripotent stem cells (hiPSCs), and at culture day 40, we electroporated *Irs2*‐encoding plasmids (Fig 8A). Seven days later, the proportion of GFP^+^ cells positive for Ki67 was significantly higher in *Irs2*‐overexpressing organoids than in controls (Fig 8B–D), which indicated greater progenitor amplification versus differentiation, as observed in the rosettes of *Rx‐Dicer* mutant embryos (Fig 2H). A similar effect was obtained upon electroporation of cerebral organoids with *TuD‐let7*, compared with controls expressing *TuD‐Scr* (Fig 8E–G). Together, these results demonstrated that endogenous *let‐7* miRNAs also limit the amplification of human cortical progenitor cells, boosted by Irs2 overexpression. Effects on rosette formation were not discernible in cerebral organoids because these are already constituted by multiple small ventricles, as opposed to the single large ventricle of the embryonic telencephalon.

**Figure 8:**
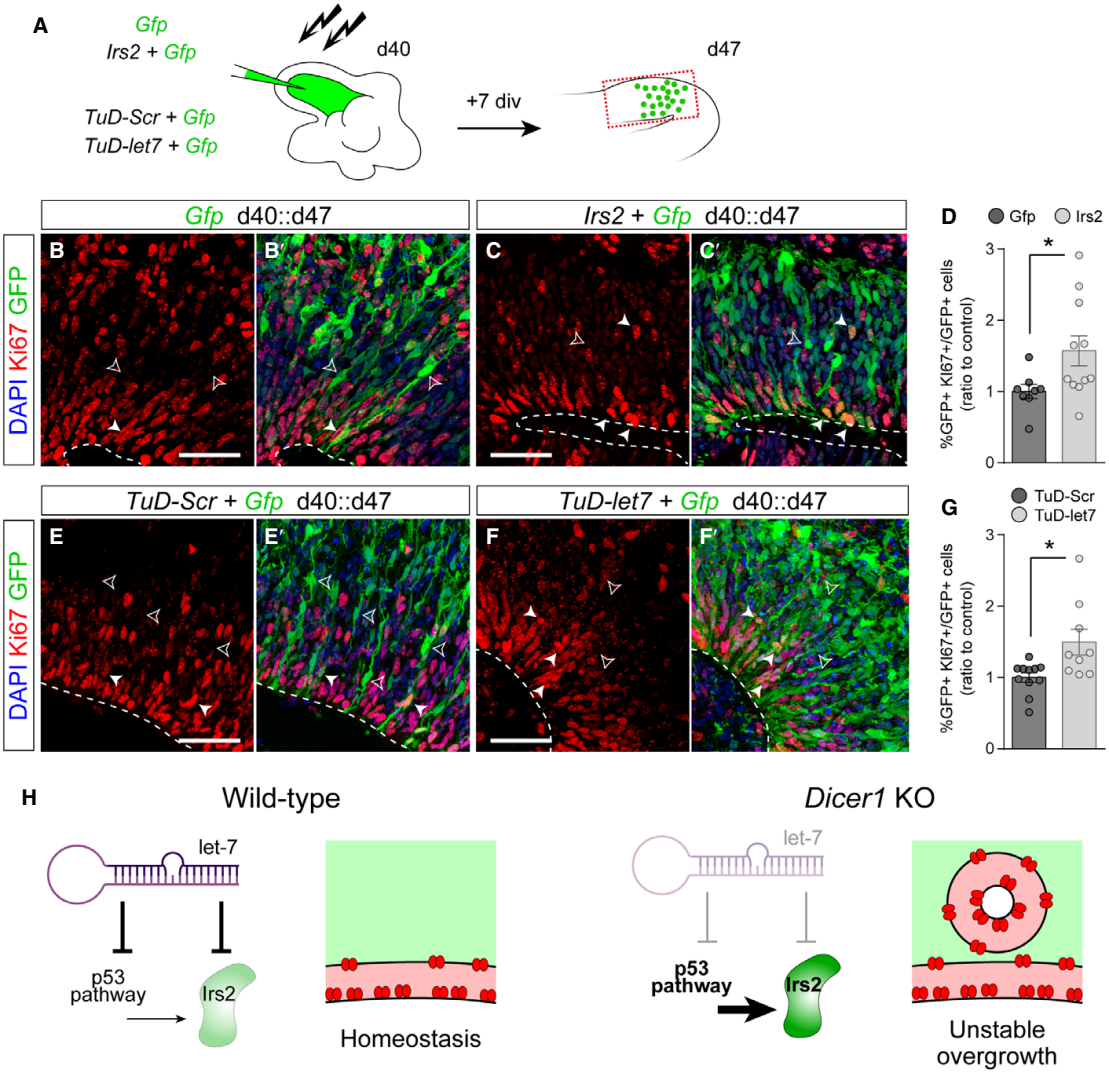
*Irs2* and *let‐7* regulate progenitor cell proliferation in human cerebral organoids ASchema of experimental design. At 40 days in culture, human cerebral organoids were electroporated with one of the indicated DNA plasmid combinations, followed by seven additional days in culture prior to analysis.B–GStains and quantifications of human cerebral organoids electroporated with the indicated construct combinations, to reveal the frequency of electroporated cells remaining as progenitors (%GFP^+^Ki67^+^/GFP^+^). Histograms represent mean ± SEM; symbols in plots indicate values for individual organoids; chi‐square test, *P <* *0.05. *N *=* *8–11 replicates per group. Dashed lines indicate ventricular surface, solid arrowheads indicate Ki67^+^/GFP^+^ cells, and open arrowheads indicate Ki67^−^/GFP^+^ cells. Scale bars, 50 μm.HSchematic drawing of conclusions from this study. *let‐7* expressed in the early telencephalic neuroepithelium represses the expression of p53 and Irs2, which maintains the cellular homeostasis and epithelial integrity. Loss of *let‐7*, as in *Dicer1* mutants, de‐represses the expression of *Irs2* and of p53 pathway components, which further increase *Irs2* levels. High Irs2 enhances progenitor cell proliferation and loss of apical adhesion, altering neuroepithelial homeostasis and integrity, and leading to the formation of hyperproliferative rosettes.

In summary, our results demonstrate that in the early telencephalic neuroepithelium *let‐7* miRNAs limit the expression levels of *Irs2* and components of the *p53* signaling pathway, which is essential to maintain the cellular homeostasis of the proliferative telencephalic neuroepithelium (Fig 8H). In *Rx‐Dicer* mutant embryos, the loss of *let‐7* miRNAs de‐represses *Irs2* expression and p53 pathway signaling, dramatically augmenting apoptosis and, potentially, further increasing *Irs2* expression. The resulting high levels of Irs2 cause an imbalanced overgrowth of the neuroepithelium, with progenitor cell overproliferation and loss of apical adherens junctions, leading to a loss of structural integrity and the formation of hyperproliferative rosettes (Fig 8H).

## Discussion

microRNAs are widespread regulators of gene expression in development and disease (Bartel, 2018), but the extent of their contribution to early fetal brain development remains elusive, particularly regarding the telencephalon. By using the early recombining *Rx‐Cre;Dicer* ^*F*/*F*^ mouse line, here we demonstrate that miRNAs are important for telencephalic development much earlier, and at a much greater extent, than previously suspected. *Rx‐Dicer* mutant embryos display severe deregulation of gene expression and altered pathway signaling at very early stages of telencephalic development, starting at E11.5 when we find overactivation of the p53 pathway. This is followed by massive apoptosis of progenitor cells in multiple telencephalic regions. In the rostral telencephalon, massive cell death is combined with loss of apical–basal polarity and increased proliferation of progenitor cells, leading to the formation of hyperproliferative rosettes. This complex phenotype is caused by the loss of *let‐7* miRNAs and a concomitant increase in *Irs2* expression levels, a direct target of *let‐7* (Zhu *et al*, 2011).

Maturation of the vast majority of mammalian miRNAs depends on Dicer, an enzyme that processes pre‐miRNAs into mature, so‐called Dicer‐dependent, miRNAs. Maternal miRNAs are essential for zygotic development (Tang *et al*, 2007), and zygotic loss of *Dicer* is lethal at the epiblast stage (Bernstein *et al*, 2003). This evidences the fundamental importance of miRNAs in mammalian development from the earliest stages, and the need of using conditional deletion of *Dicer* to study their functions. Previous analyses using early *Cre* drivers to conditionally knockout *Dicer*, such as *Emx1* and *Nestin*, concluded that miRNAs have a modest role in regulating neural progenitor cells and the embryonic development of the telencephalon, beyond preventing massive apoptosis (De Pietri Tonelli *et al*, 2008; McLoughlin *et al*, 2012; Saurat *et al*, 2013). However, other studies show that the proliferation, reprogramming, and differentiation of stem cells, including cancer stem cells, are under tight regulation by various miRNAs (Chakraborty *et al*, 2016; Li *et al*, 2017). Here, by using the *Rx‐Cre* driver, expressed since E7.5, we have uncovered that miRNAs are in fact very important in telencephalic development at much earlier stages than previously suspected and that the defects caused by their absence go much beyond apoptosis. Our findings show that the early loss of miRNAs not only induces high levels of apoptosis, as previously shown, but also it changes significantly the proliferative activity and lineage dynamics of neural progenitor cells, switching from self‐renewal and neurogenesis to self‐amplification and expansion. In addition, we find that miRNAs are required to maintain the integrity of the apical adherens junction belt of the telencephalic neuroepithelium, in the absence of which the polarity of cortical germinal zones is altered and newborn neurons accumulate within the VZ. These are completely novel and unexpected roles of miRNAs that extend the palette of known functions during embryogenesis (Bartel, 2018) and, most importantly, uncover novel critical roles in regulating germinal layer homeostasis, neural stem cell dynamics, and neurogenesis in the developing telencephalon, not previously recognized (De Pietri Tonelli *et al*, 2008).

Previous *in vivo* and *in vitro* studies demonstrated that *Dicer* mutants typically exhibit high levels of apoptosis in the developing neocortex at late stages, concomitant with decreased cortical thickness (Mott *et al*, 2007; Raver‐Shapira *et al*, 2007; Davis *et al*, 2008; De Pietri Tonelli *et al*, 2008). Although we also observed massive levels of apoptosis in the telencephalic primordium of *Rx‐Dicer* mutants, these were mostly restricted to the rostral and ventral telencephalon at early stages, while the neocortex seemed largely unaffected (Fig 1A). Similar to previous Dicer mutants, we did observe a reduction in telencephalic volume in *Rx‐Dicer* mutants at E17.5 compared with littermates (Fig EV5A and B), which included a reduction in cerebral cortex thickness affecting the CP but not the germinal layer VZ/SVZ (Fig EV5C and D). Cortical thinning was much more pronounced at E12.5 and E14.5 (Fig EV5E and F), but it did not alter the normal laminar arrangement of superficial (Tbr1^+^) and deep layer (Ctip2^+^) neurons (Fig EV5C). The selective thinning of cortical neuronal layers was similar to the phenotype reported for *Emx1‐Cre;Dicer* ^*F*/*F*^ mutants, where this in fact resulted from progenitor cell apoptosis, which increased from E12.5 to E14.5 (De Pietri Tonelli *et al*, 2008). Although we also observed a greater occurrence of apoptosis in *Rx‐Dicer* mutants, this was highest at E11.5 and decreased down to normal levels already by E13.5 (Fig EV5G and H). Apoptosis was accompanied by reductions in Tbr2^+^ cells (a marker of IPCs and newborn neurons) in *Rx‐Dicer* mutants (Fig EV5I and J). This developmental decline in both cell death and Tbr2^+^ cells was inconsistent with analyses of *Emx1‐Cre;Dicer* ^*F*/*F*^ mutants, where apoptotic cells continued increasing by E14.5 and Tbr2^+^ cells were unaltered (De Pietri Tonelli *et al*, 2008). Strikingly, analyses of mitotic activity via PH3 stains showed only sporadic and minor differences in density of apical and basal mitoses (Fig EV5K and L). This indicated that deficits in cortical progenitors were largely specific to neurogenesis (Tbr2^+^ cells), whereas proliferation *per se* was not compromised, indicating a potential imbalance in progenitor cell fate from neurogenesis to self‐renewal. Hence, Dicer and Dicer‐dependent miRNAs are necessary in the early embryonic murine cerebral cortex to prevent death of progenitor cells and promote neurogenesis, as shown previously using other *Dicer* mutants. However, our findings demonstrate that the necessity of Dicer in cortical development begins at earlier stages than previously reported, and that these early defects in *Rx‐Dicer* mutants are transient, in contrast to previous studies using *Emx1*‐Cre mice. Given the low efficiency of Cre recombination, and the persistence of miRNAs, in the dorsal neocortex of *Rx‐Dicer* mutants until late embryonic stages (Figs EV1 and EV2), our results likely underestimated the physiological relevance of miRNAs at mid‐late cortical development, potentially explaining the discrepancies between our current findings and those of previous reports using other Cre driver mouse lines.

**Figure EV5:**
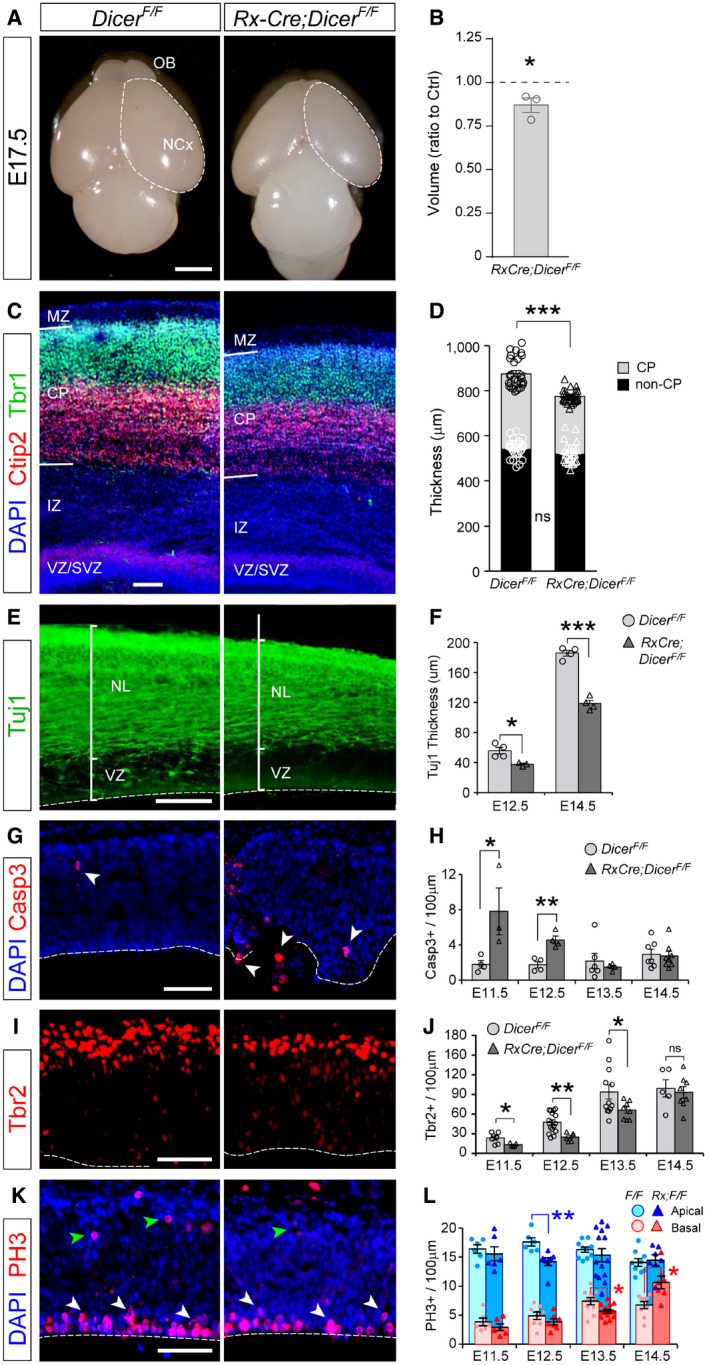
Mild neocortical defects in *Rx‐Dicer* mutant embryos AExternal view of the brains of control (*Dicer* ^*F*/*F*^) and *Rx‐Dicer* mutant littermates (*Rx‐Cre*;*Dicer* ^*F*/*F*^) at E17.5, showing the reduction in cerebral cortex (NCx) size and apparent loss of olfactory bulb (OB) in mutants. Dashed lines indicate border of NCx.BQuantification of telencephalic volume (values relative to control littermates). *N *=* *3 replicates.C, DLocation and thickness of cortical plate (CP), superficial (Tbr1^+^), and deep (Ctip2^+^) cortical layers, in control and *Rx‐Dicer* mutants, and quantifications. *N *=* *27 replicates per group. Black symbols = CP, white symbols = non‐CP. MZ, marginal zone; IZ, intermediate zone.E, FThickness of the layer containing neurons (Tuj1^+^) in the E14.5 cerebral cortex of control and *Rx‐Dicer* mutant embryos, and quantifications. Dashed line indicates apical surface. NL, neuronal layer. *N *=* *4 replicates per group.G–LDistribution and quantification of apoptotic cells (Casp3^+^), Tbr2^+^ cells, and apical and basal mitoses (PH3^+^) in the cerebral cortex of E12.5 control and *Rx‐Dicer* mutant embryos. Dashed line indicates apical surface; white arrowheads indicate apical mitoses, and green arrowheads indicate basal mitoses. *N *=* *4–14 replicates per group.Data information: Histograms indicate mean ± SEM; symbols in plots indicate values for individual embryos; *t*‐test; ns, not significant, *P <* *0.05, **P <* *0.01, ***P <* *0.001. Scale bars: 1 mm (A), 100 μm (C–K).

Our findings in mouse embryos are consistent with mounting data showing that deregulation of miRNAs is related to many types of cancer (Di Leva *et al*, 2014). Interestingly, some of the pediatric cancers include formation of proliferative rosettes (Korshunov *et al*, 2010; Sturm *et al*, 2016), unique structures with features typical of the embryonic germinal zones that we find massively produced in *Rx‐Dicer* mutant mouse embryos. Our transcriptomic analyses and experimental manipulations of early developing embryos uncover the genetic mechanism underlying this phenotype. We show that the absence of *Dicer* during early embryonic development of the telencephalon has a particularly important impact on *let‐7*. This is a family of miRNAs highly expressed during development that target and directly repress the expression of multiple developmentally relevant genes. Accordingly, in *Rx‐Dicer* mutant embryos the most highly upregulated genes were all direct targets of *let‐7*: *Protogenin* (*Prtg*), *Lin28*, followed by a specific enrichment in *p53* pathway‐related genes (Fig 4) (Moss & Tang, 2003; La Torre *et al*, 2013; Li *et al*, 2014; Subramanian *et al*, 2015). In turn, p53 signaling and Lin28 have been shown to reciprocally repress *let‐7*, defining two negative feed‐back loops (Newman *et al*, 2008; Jones & Lal, 2012; Sun *et al*, 2015; Farzaneh *et al*, 2017). In agreement with such findings in other systems, in the embryonic telencephalon of *Rx‐Dicer* mutants we find that the loss of *let‐7* is linked to the overactivation of p53 and to p53‐driven massive apoptosis. *Prtg* is known to prevent premature apoptosis in the rostral cephalic region (Wang *et al*, 2013). Thus, the increase in *Prtg* expression in the rostral telencephalon of *Rx‐Dicer* mutants may interfere in a delayed manner with their massive apoptosis, explaining its short duration between E11.5 and E13.5. Moreover, the formation and expansion of proliferative rosettes correlates with the increase in *Lin28a*, *Prtg,* and its downstream mediator *β1‐integrin*, which are known to maintain the neural progenitor state and prevent neuronal differentiation (Wong *et al*, 2010; La Torre *et al*, 2013). In fact, Lin28a is a marker of rosette‐forming embryonic tumors (Korshunov *et al*, 2010), suggesting a potential mechanistic link between the formation of rosettes in *Rx‐Dicer* mutant embryos and certain types of pediatric brain tumors.

*let‐7* is known as a potent tumor suppressor targeting multiple oncogenes (Pobezinsky & Wells, 2018). In addition to regulating *Lin28*, *let‐7* miRNAs directly target and repress the expression of *Irs2* (Zhu *et al*, 2011), a positive regulator of cell proliferation upregulated in liver, pancreas, and prostate cancer (Mardilovich & Shaw, 2009; Mardilovich *et al*, 2009). *Irs2* expression is enhanced by stress signals, including metabolites and pro‐inflammatory peptides such as those typically released during apoptosis (Udelhoven *et al*, 2010; Zhu *et al*, 2011). In the rostral telencephalon of *Rx‐Dicer* mutants, we find increased expression of *Irs2*, which may result from a combination of both the loss of *let‐7* and high apoptosis. Importantly, our *in utero* manipulations in wild‐type embryos demonstrate that the overexpression of *Irs2* alone is sufficient both to elicit the formation of proliferative rosettes and for their maintenance throughout embryonic development, which occurs in the absence of apoptosis. This phenotype is rescued by overexpressing *let‐7*, and replicated by blocking the endogenous physiological levels of *let‐7* in wild‐type embryos, which we have shown increases the endogenous levels of Irs2 protein. In a majority of cases, the formation of rosettes by blockade of *let‐7* expression was completely suppressed by simultaneous blockade of *Irs2* expression, demonstrating their functional link. This result was remarkable given that *let‐7* miRNAs target several hundred genes (Table EV3), which further highlights the central role of *Irs2* in the emergence of this phenotype. Intriguingly, although high *Irs2* induces rosette formation in the absence of apoptosis, rosettes in *Rx‐Dicer* mutants were rescued by the loss of *p53*, suggesting a role for p53 signaling in the regulation of *Irs2* levels independent from apoptosis. P53 has been shown to negatively regulate *let‐7* function, by downregulating both its expression and its binding to AGO (Saleh *et al*, 2011; Hau *et al*, 2012; Subramanian *et al*, 2015; Krell *et al*, 2016); so, a loss of p53 may lead to a net increase in *let‐7* function. We have shown that in the rostral telencephalon of *Rx‐Dicer* mutant embryos there is some remaining amount of *let‐7* miRNA (Fig 4J). Hence, in double *Rx‐Dicer‐p53* mutants, the loss of p53 may allow partially higher levels of active *let‐7*, which combined with the already remaining *let‐7* expression levels prior to *p53* loss, may be sufficient to limit *Irs2* levels and prevent rosette formation. Altogether, these results point at Irs2 as a key player in the destabilization of the embryonic neuroepithelium and the formation of proliferative rosettes, and to *let‐7* miRNAs as key regulators of *Irs2* expression in this context.

Our study demonstrates that maintenance of the cellular homeostasis and structural integrity of the embryonic telencephalic neuroepithelium is under the critical regulation of miRNAs. The early absence of miRNAs leads to transcriptomic deregulation and the pathological formation of neural rosettes, resembling those observed in various types of pediatric cancer. This involves the combination of multiple cellular mechanisms including cell proliferation, apoptosis, and destabilization of apical adherens junctions. These findings support the notion that miRNAs may be used as a strategy for the genetic intervention of pediatric oncogenic disease (Pobezinsky & Wells, 2018).

## Materials and Methods

### Animals

Wild‐type and Rx3‐Cre mice (Swindell *et al*, 2006) were maintained in a CD1 background. Mice carrying floxed alleles for Dicer (Dicer1tm1Bdh/J) (Harfe *et al*, 2005), p53 (B6;129P2‐Trp53tm1Brn/J) (Marino *et al*, 2000) (generous gift of Anton Berns and Maria Blasco) and the tdTomato reporter line (B6;129S6‐Gt(ROSA)26Sortm9(CAG‐tdTomato)Hze/J) (Madisen *et al*, 2010) were maintained in C57BL/6 background. The day of vaginal plug was considered embryonic day (E) 0.5, and embryos were used of either gender. Mice were kept on a 12:12‐h daylight cycle at the Animal Facility of the Instituto de Neurociencias of Alicante, and experimental procedures were performed in compliance with institutional Spanish and European regulations (CSIC Ethics Committee).

### *In situ* hybridization and immunohistochemistry

For the detection of coding mRNAs, sense and anti‐sense cRNA probes were synthesized and labeled with digoxigenin using the DIG RNA Labeling Kit (SP6/T7; Roche, 11175025910) according to the manufacturer's instructions. For the detection of *Dicer* exons 22 and 23, we used a specific probe from a fragment cloned with the following primers: forward, CCAAGCCCAGCAATGAATGT; reverse: CCAAAATCGCATCTCCCAGG. For the detection of *Irs2*, we used probes from a fragment cloned with the following primers: forward, AGACCCTAAGCTACTCCCCA; reverse, GCTGTAAGGAGGAAGGGGAA. *In situ* hybridization (ISH) was performed on frozen brain sections as described elsewhere (De Juan Romero *et al*, 2015). For the detection of mature miRNAs, we used miRCURY™ LNA™ microRNA ISH Detection Probes (Qiagen) using locked‐nucleic‐acid‐modified (LNA) probes, previously shown to be specific for mature miRNAs but not their precursors (Kloosterman *et al*, 2006).

For immunohistochemistry, frozen or vibratome brain sections were incubated with primary antibodies overnight, followed by appropriate fluorescently conjugated secondary antibodies and counterstained with 4′,6‐diamidino‐2‐phenylindole (DAPI; Sigma, D9542). Primary antibodies used were against Arl13b (1:500, Abcam, ab83879), β‐catenin (1:2,000, Sigma, C2206), BrdU (1:500, Abcam, ab6326), cleaved Caspase 3 (1:150, Werfen, 9661), Ctip2 (1:500, Abcam, ab18465), GFP (1:1,000, Aves Lab, GFP‐1020), Ki67 (1:500, Abcam, ab15580), phosphohistone H3 (1:1,000, Upstate, 06‐570), Tbr1 (1:500, Abcam, ab31940), Tbr2 (1:500, Millipore, ab31940), βIII‐tubulin (1:1,000, Covance MMS‐435P), p53 phospho S15 (1:500, Abcam, ab1431), Par3 (1:500, Millipore, MABF28), and Pax6 (1:500, Millipore, AB2237). Secondary antibodies were from Vector Lab: biotinylated anti‐Rabbit IgG (1:200, BA‐1000); from Jackson InmunoResearch: biotinylated Fab anti‐Rabbit IgG (1:200, 711‐067‐003), Alexa 488 anti‐chicken IgY (1:200, 703‐545‐155), Cy2 Streptavidin (1:200, 016‐220‐084), Cy5 Streptavidin (1:200, 016‐170‐084); and from Invitrogen: Alexa 488 anti‐mouse IgG (1:200, A‐21202), Alexa 488 anti‐rabbit IgG (1:200, A‐21206), Alexa 555 anti‐mouse IgG (1:200, A‐31570), and Alexa 555 anti‐rabbit IgG (1:200, A‐31572).

### Bromodeoxyuridine labeling experiments

To identify progenitor cells in S phase, a single dose of BrdU (50 mg/kg body weight) was injected at E17.5, embryos were fixed 30 min later, and the percentage of Ki67^+^ cells labeled with BrdU was calculated. To calculate cell cycle re‐entry, a single dose of BrdU was administrated 24 h prior to embryo fixation, and then, the percentage of BrdU^+^/Ki67^+^ cells was calculated.

### RNA sequencing analysis

The rostral‐most region of the telencephalic primordium was dissected out from *Dicer* ^*F*/*F*^ and *Rx‐Cre-Dicer* ^*F*/*F*^ E11.5 embryos, and tissue pieces were immediately frozen. Tissue was then dissociated with Papain (Miltenyi Biotec, 130‐092‐628), RNA was extracted using Quick RNA Mini Prep (Zymo Research, R1055), and 1 μg of total RNA was used for library preparation and sequencing. RNA integrity was analyzed using Bioanalyzer (Agilent 2100) and RIN values of the samples varied between 8.2 and 8.9 (average of 8.7), indicating high quality for sequencing library construction. Libraries were prepared either with NEB Next Ultra Directional RNA Library Prep Kit (for RNA‐seq) or NEB Next Small RNA Library Prep Kit (for miRNA‐Seq) and sequenced on Illumina HiSeq 2500 with 100‐bp paired‐end read RNA‐Seq, and 75‐bp single‐end read Small RNA‐Seq. Reads were quality‐checked with FASTQC v2.6.14. Small RNA‐Seq reads were analyzed using miRDeep2 (Friedlander *et al*, 2008) and mm10 and miRBase (v22) as reference. RNA‐Seq output reads were quality‐trimmed and filtered for adapters using Trim Galore v0.6.5 and aligned to the genome assembly (GRCm38.p6) using HISAT2 (Kim *et al*, 2015). Gene‐level read counts were computed using HTSeq (parameters: ‐m union –stranded = reverse and Ensembl gene annotations) (Anders *et al*, 2015). Differentially expressed genes were identified using DESeq2 (Love *et al*, 2014). The miRWalk v3.0 algorithm was used to identify the putative target genes of differentially expressed miRNAs in *Rx‐Cre-Dicer* ^*F*/*F*^ (Dweep & Gretz, 2015). Putative targets were filtered using miRTarBase, to retain only validated targets. Gene Ontology (GO) functional enrichment analysis for DEGs and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis were performed using the DAVID online tool v6.8 (da Huang *et al*, 2009) and clusterProfiler (Yu *et al*, 2012). Gene set enrichment analysis method was also used for enrichment analysis of the DEGs in *Rx‐Cre-Dicer* ^*F*/*F*^ (Subramanian *et al*, 2005). Raw and processed RNA‐Seq data for both RNA‐Seq and small RNA‐Seq are available at GEO accession GSE151150.

### Quantitative real‐time PCR

For RNA extraction, brains were dissected in cold RNase‐free medium into small tissue blocks and immediately frozen in liquid nitrogen. Total RNA was extracted using RNeasy Mini Kit (Qiagen) followed by treatment with RNase‐Free DNase Set (Qiagen). Template cDNA was generated using Maxima First‐Strand cDNA Synthesis Kit for quantitative real‐time PCR (qRT–PCR; Thermo Fisher). Quantitative PCR was performed in a StepOnePlus Real‐Time PCR System (Applied Biosystems, Foster City, CA, USA) using the MicroAmp Fast 96‐well reaction plate. A master mix was prepared for each primer set containing TaqMan™ Gene Expression Master Mix (Applied Biosystems, Ref: 4369016), primers, and template cDNA. Expression of *Irs2* mRNA was determined using the TaqMan assay (Applied Biosystems): Irs2 Hs00275843_s1. 18S Hs99999901_s1 ribosomal RNA was used as loading control. All reactions were performed in technical duplicates. The amplification efficiency for each primer pair and the cycle threshold (*C*_t_) were determined automatically by StepOne v2.2.2 (Applied Biosystems) or QuantStudio 3 (Thermo Fisher Scientific) softwares. *Irs2* transcript levels were represented relative to the 18S signal adjusting for the variability in cDNA library preparation.

For miRNA, small RNA was extracted using mirVana™ miRNA Isolation Kit (Ambion, Ref: AM1560) and then a 2‐step qRT–PCR was performed—1^st^: cDNA synthesis of each miRNA with stem‐loop specific primers using TaqMan™ MicroRNA Reverse Transcription Kit (Applied Biosystems; Ref: 4366596) together with the primer from TaqMan™ MicroRNA Assay (for mature let‐7, we used RT‐hsa‐let‐7a; Thermo Fisher, Ref: 4427975); 2^nd^: real‐time quantification using PCR because of the chain elongation produced by the stem‐loop primer unfolding, this allows the binding of two primers and one probe needed for the quantification, and this second step was performed using TaqMan™ MicroRNA Assay (TM‐hsa‐let‐7a; Thermo Fisher, Ref: 4427975) together with the TaqMan™ Gene Expression Master Mix (Applied Biosystems, Ref: 4369016). All reactions were performed in technical duplicates. The amplification efficiency for each primer pair and the *C*_t_ were determined automatically by the StepOne Software, v2.2.2 (Applied Biosystems).

### Design and validation of TuDs and siRNAs

In order to achieve the downregulation of miRNAs, we designed specific Tough Decoys for *let‐7* as described (Haraguchi *et al*, 2009; Yoon *et al*, 2017). Two stem structures with a single miRNA‐binding sites (MBS) linked by linkers were designed. MBS contained a mismatch in the center. The oligonucleotide contained two sequences of the same miRNA. We then inserted three nucleotide linkers between the stem sequence and MBS. A Scramble Tough Decoy plasmid, binding no miRNA, was also prepared.

*let‐7* Tough Decoy: 5′‐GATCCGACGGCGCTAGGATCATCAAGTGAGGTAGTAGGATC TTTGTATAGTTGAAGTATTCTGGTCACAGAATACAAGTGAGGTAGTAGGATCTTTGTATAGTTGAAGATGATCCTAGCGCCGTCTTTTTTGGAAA‐3′

Scramble Tough Decoy: 5′‐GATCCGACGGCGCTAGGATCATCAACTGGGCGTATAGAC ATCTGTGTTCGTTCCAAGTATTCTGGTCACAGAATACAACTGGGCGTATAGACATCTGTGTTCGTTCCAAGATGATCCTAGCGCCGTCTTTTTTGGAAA‐3′.

This cassette was inserted into the BamHI‐HindIII sites of pSilencer2.1‐U6 puro vector (Ambion) to generate TuD RNA expression plasmids. Plasmid DNA was purified with a NucleoBond Xtra Midi Kit (Cultech, 22740410.50) and resuspended in 10 mM Tris–HCl (pH 8.0). The efficiency of each TuD to decrease the abundance of mature miRNAs was tested by RT–qPCR.

Validated short interfering RNAs (siRNAs) were obtained from Dharmacon: Irs2 ON TARGETplus SMARTpool (Catalog ID: L‐040284‐01‐0020) and ON TARGETplus Non‐targeting Control Pool (Catalog ID: D‐001810‐10‐20) and used following the manufacturer's instructions.

### *In utero* electroporation experiments

Mouse embryos were electroporated *in utero* at E12.5. Briefly, pregnant females were deeply anesthetized with isoflurane and the uterine horns exposed; DNA solution (2 μl) was injected into the lateral ventricle using pulled glass micropipettes, and square electric pulses (30V, 50 ms on–950 ms off, 5 pulses) were applied with an electric stimulator (Cuy21EDIT Bex C., LTD) using round electrodes (CUY650P5, Nepa Gene). Plasmid concentrations were as follows: GFP = 0.7 μg/μl; Irs2 = 1 μg/μl; MISSION *let‐7a, let‐7b, let‐7c* mimic (Sigma; HMI0002, HMI0007, and HMI0009) = 20 nM; TuD‐Scr = 1.5 μg/μl; TuD *let‐7 *=* *1.5 μg/μl; siRNA Irs2 = 200 μM; and siRNA Crtl = 200 μM. Combinations of these plasmids were used at the same final individual concentrations.

### hiPSC culture

Human iPSCs obtained from ATCC were cultured at 37°C, 5% CO_2_ and ambient oxygen level on Geltrex‐coated plates in mTeSR™ Plus medium (STEMCELL Technologies, 05825) with daily medium change. For passaging, iPSC colonies were incubated with ReLSR™ (STEMCELL Technologies, 05872) following the manufacturer's protocol. Pieces of colonies were washed off with DMEM/F12, centrifuged for 5 min at 300 *g* and resuspended in mTeSR1 supplemented with 10 μM Rock inhibitor Y‐27632 for the first day.

### Generation of human cerebral organoids

Cerebral organoids were generated as previously described (Lancaster & Knoblich, 2014). Briefly, mycoplasma‐free iPSCs were dissociated into single cells using StemPro Accutase Cell Dissociation Reagent (A1110501, Life Technologies) and plated in the concentration of 9,000 single iPSCs/well into low attachment 96‐well tissue culture plates in hES medium (DMEM/F12 GlutaMAX supplemented with 20% knockout serum replacement, 3% ES grade FBS, 1% non‐essential amino acids, 0.1 mM 2‐mercaptoethanol, 4 ng/ml bFGF, and 50 μM Rock inhibitor Y27632) for 6 days in order to form embryoid bodies (EBs). Rock inhibitors Y27632 and bFGF were removed on the 4^th^ day. On day 6, EBs were transferred into low attachment 24‐well plates in NIM medium (DMEM/F12GlutaMAX supplemented with 1:100 N2 supplement, 1% non‐essential amino acids, and 5 μg/ml heparin) and cultured for additional 6 days. On day 12, EBs were embedded in Matrigel drops and then they were transferred in 10‐cm tissue culture plates in NDM minus A medium (DMEM/F12 GlutaMAX and Neurobasal in ratio 1:1 supplemented with 1:100 N2 supplement 1:100 B27 without vitamin A, 0.5% non‐essential amino acids, insulin 2.5 μg/ml, 1:100 antibiotic–antimycotic, and 50 μM 2‐mercaptoethanol) in order to form organoids. 4 days after, Matrigel embedding cerebral organoids were transferred into an orbital shaker and cultured until electroporation in NDM plus A medium (DMEM/F12 GlutaMAX and Neurobasal in ratio 1:1 supplemented with 1:100 N2 supplement 1:100 B27 with vitamin A, 0.5% non‐essential amino acids, insulin 2.5 μg/ml, 1:100 antibiotic–antimycotic, and 50 μM 2‐mercaptoethanol). During the whole period of cerebral organoid generation, cells were kept at 37°C, 5% CO_2_ and ambient oxygen level with medium changes every other day. After transferring the cerebral organoids onto the shaker, medium was changed twice per week.

### Electroporation of human cerebral organoids

Cerebral organoids were kept in antibiotics‐free conditions prior to electroporation. Electroporations were performed in cerebral organoids at 40 days stages after the initial plating of the cells and fixed 7 days post‐electroporation. During the electroporation, cerebral organoids were placed in an electroporation chamber (Harvard Apparatus, Holliston, MA, USA) under a stereoscope and using a glass microcapillary 1–2 μl of plasmid DNAs was injected together with Fast Green (0.1%, Sigma) into different ventricles of the organoids. Plasmid DNA concentrations were as follows: *Gfp* (0.7 μg/μl), *Irs2* (1 μg/μl), TUD‐*Scr* (1 μg/μl), and TUD‐*let7* (1 μg/μl). Cerebral organoids were subsequently electroporated with five pulses applied at 80V for 50 ms each at intervals of 500 ms (ECM830, Harvard Apparatus). Following electroporation, cerebral organoids were kept for additional 24 h in antibiotics‐free media and then changed into the normal media until fixation. Cerebral organoids were fixed using 4% PFA for 20 min at 4°C, cryopreserved with 30% sucrose, and stored at −20°C. For immunofluorescence, 20‐μm cryosections were prepared.

### Image analysis, quantification, and statistics

Images were acquired using a florescence microscope (Zeiss Axio Imager Z2) with Apotome‐2 and coupled to two different digital cameras (AxioCam MRm and AxioCam ICc) or an inverted confocal microscope (Olympus FluoView FV1000). All images were analyzed with ImageJ (Fiji) or Imaris^®^ software. Telencephalic volume was measured stereologically on serial coronal sections using an upright microscope (Leica DM4000) and Stereo Investigator^®^ software (MBF Bioscience). For three‐dimensional visualization of rosettes, brains were inmunostained *in toto* against Pax6, clarified using 3DISCO (Erturk *et al*, 2012), confocal image stacks were obtained, and acquired images were analyzed and processed using Imaris 8 software. For co‐localization studies, single‐plane images were obtained using a confocal microscope (Olympus FluoView FV1000). For the quantification of fluorescence intensity, images were converted to 8‐bit, and intensity was measured with Fiji software using the “Measure/Area integrated intensity and Mean gray value” function. Values were normalized by background intensity. Statistical analysis was carried out in GraphPad Prism 6 Software (GraphPad Software Inc., La Jolla, CA, USA, www.graphpad.com) using ANOVA with post hoc Bonferroni correction (equal variances) or the Welch test with post hoc Games–Howell (different variances), two‐way ANOVA, and Tukey's multiple comparisons test (fluorescence intensity analysis), chi‐square test, pairwise *t*‐test, or independent‐samples *t*‐test, where appropriate and upon normality testing as indicated. Significance was set at *P *=* *0.05. All values represent mean ± standard error of the mean (SEM).

## Author contributions

VF, MAM‐M, and VB conceived and designed the experiments; VF, MAM‐M, AP‐C, MD, RS, AC, UT, and YN performed and analyzed experiments. J‐PL‐A, FC, and VB supervised analyses, and provided reagents and resources. VB supervised experiments, provided funding, and wrote the manuscript with input from all other authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Table EV1 Click here for additional data file.

Table EV2 Click here for additional data file.

Table EV3 Click here for additional data file.

Table EV4 Click here for additional data file.

Table EV5 Click here for additional data file.

Table EV6 Click here for additional data file.

Table EV7 Click here for additional data file.

Table EV8 Click here for additional data file.

Table EV9 Click here for additional data file.

Table EV10 Click here for additional data file.

Table EV11 Click here for additional data file.

Review Process File Click here for additional data file.

## Data Availability

The raw and processed datasets for both RNA‐Seq and small RNA‐Seq produced in this study are available in the following database: RNA‐Seq data: Gene Expression Omnibus GSE151150 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151150).

How the deposited data were processed for this re-analysis (not part of the article)

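Small RNA from the rostral telencephalic primordium of E11.5 embryos was sequenced in 4 libraries, 2 of Rx-Dicer mutants and 2 of control littermates. Library labels gave genotype and replicate number, and the genotypes were checked against the paper's methods. The labels call the controls wild type, and the paper calls them Dicer F/F, which was used here. The paper's text does not name the number of embryos per library.

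The authors sequenced the libraries with 75-base single-end reads and counted reads on mature miRNAs with miRDeep2, with mm10 and miRBase version 22 as references, and the counts they deposited are whole numbers per pair of mature miRNA and precursor, without normalization or filtering. The paper names neither the version of miRDeep2 nor its settings for mismatches. A read that fits several near-identical miRNAs or precursors can therefore have been counted on each. The let-7 members can be affected by this, but how many reads they share was not measured. The paper names DESeq2's Wald test in the legend of Fig 4 and gives its results in Table EV2, which has 772 lines, and their mean counts were 0.995 to 1.00 times those computed here from the deposited counts.

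From these counts, 1 row per mature miRNA was kept (the precursor row with the highest total over the 4 libraries), and 274 miRNAs with at least 10 counts in at least 2 libraries were tested. The test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM scaling and genotype as the only factor, and p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. A miRNA was counted as let-7 by its name, so that miR-98 was not counted. A further fit replaced the let-7 rows by their sum, and the share of all counts on let-7 was compared by an exact permutation test, which cannot give a p under 0.333 with 2 libraries against 2. The named miRNAs were set by a rule before the data were examined. They are the miRNAs labelled in Fig 4B, the other let-7 miRNAs, the other miRNAs under 0.05 in Table EV2, the genomic neighbours of let-7 genes, red-cell miRNAs, the members of the miR-17, miR-106a and miR-106b clusters, and up to 5 further calls in each direction, of which there were none. Of these, 34 were tested. let-7k, miR-19a-5p, miR-19b-1-5p and miR-19b-2-5p did not reach the count minimum.

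The alternatives were DESeq2's size factors, total counts only, upper-quartile scaling, scaling to equal counts of 3 red-cell miRNAs (miR-451a, miR-486a-5p and miR-144-5p), DESeq2's Wald test (DESeq2 1.42.0), DESeq2 on all precursor rows with its prior on fold changes, no count minimum, a minimum of 100 counts, all precursor rows, the sum over precursor rows, the replicate number as a factor, an additional limit of 0.8 on the log2 fold change, an adjusted p under 0.1, miR-98 counted with let-7, and each library left out in turn. A fit without 1 library has a single library in a group, so it gave fold changes but no p, with a common dispersion of 0.0771 taken from the 4 libraries. A further 8 settings of DESeq2 on precursor rows, with the same prior, were chosen after the data were seen. Replicate numbers come from the library labels.

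The scripts were tested on simulated data. In 40 sets of counts drawn for the 274 miRNAs from the means and totals of the libraries, 20 miRNAs were changed 4-fold. edgeR recovered 78.6% of them with 3.68% false calls, and DESeq2 recovered 77.6% with 5.34% false calls. The sets held as many rises as falls, and the spread of a miRNA depended on its mean count alone. They therefore do not test the scaling where all changes are falls, or the recovery of smaller changes. The labels give the libraries of a genotype as separate samples, and they were used as replicates. Their counts were compared only to see whether a library had been deposited more than once, and none had.

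Genes and hairpins were placed with the mm10 sequence and GENCODE annotation, and 3′ UTRs were taken as the longest annotated one per gene, without the stop codon. The paper's Tables EV2, EV3 and EV6 were used as the paper's values. Table EV6 belongs to another assay, was shortened in the form used here, and was used only for the Irs2 mRNA and in the closing section. Tests on sequences used Python 3.11.15 with scipy 1.17.1 and statsmodels 0.14.6. mRNA libraries were not analysed here.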

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

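The alternatives below were set before the data were examined, apart from the 8 DESeq2 settings named as chosen after the data were seen. In the main comparison, 7 miRNAs were lower in Rx-Dicer mutants, 6 of them let-7, and 0 were higher (23 lower and 3 higher at an unadjusted p under 0.05). No setting called a miRNA higher. At an unadjusted p under 0.05, the number of higher miRNAs was 51 with total counts only and 0 with equal red-cell miRNAs, and 10 and 61 were lower. These 2 scalings moved the median log2 fold change of the tested miRNAs to 0.44 and −0.37, against 0.04 with TMM, and the share of miRNAs with a negative value to 21.9% and 84.7%, against 45.6%. The calls are changes relative to this median.

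The number called lower was 4 (3 let-7) with DESeq2's size factors, 3 (2 let-7) with upper-quartile scaling and 0 (0 let-7) with total counts only. It was 11 with equal red-cell miRNAs, with DESeq2's Wald test, with DESeq2 on precursor rows and with edgeR on precursor rows, and 14 with no count minimum, with 8 let-7 miRNAs in each. It was 10 with at least 100 counts, 8 with the sum over precursor rows, 9 at an adjusted p under 0.1, and 7 with the limit on the fold change. Among the DESeq2 settings on precursor rows chosen after the data were seen, it was 12 with a local dispersion trend, 9 with a mean dispersion, 11 with poscounts size factors, 10 with crossed pairs, 16 with crossed pairs and a local trend, and 18 with non-zero rows, poscounts and a local trend. With the same size factors, on the same 274 miRNAs and with nearly the same fold changes, edgeR called 4 and DESeq2's Wald test 11, so this step comes with the test. The cause of the other differences was not tested.

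With the replicate number as a factor (a replicate block), 0 miRNAs and 0 let-7 miRNAs passed in edgeR. At an unadjusted p under 0.05, 20 were lower and 4 higher. The log2 fold changes hardly moved, with let-7b-5p at −2.80 against −2.87 and let-7g-5p at −1.24 in both fits. A block in 4 libraries leaves little information on spread, so the lost calls do not show a smaller effect. For summed let-7 counts the log2 fold change was −1.28 (standard error 0.33, adjusted p = 0.0196 in edgeR). Without the block it was −1.30 (standard error 0.28, adjusted p = 0.142 in edgeR). The adjusted p of the sum thus fell while its standard error rose. With DESeq2 on precursor rows and the replicate block, chosen after the data were seen, 7 passed, and 11 with a local trend as well. Same-numbered libraries come from different embryos, and their deviations from the group means had a correlation of 0.08 across 274 miRNAs (0.09 across the 135 with at least 100 counts in each library), so the numbers give no sign of a pairing.

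The log2 fold change of summed let-7 counts was negative in each setting in which it was computed, which leaves out the DESeq2 settings chosen after the data were seen, from −1.73 with equal red-cell miRNAs to −0.92 with total counts only. Its adjusted p was 0.142 in the main comparison. It passed 0.05 with DESeq2's Wald test (−1.30), DESeq2 on precursor rows (−1.09), no count minimum (−1.39), at least 100 counts (−1.32), precursor rows (−1.42) and their sum (−1.38), with adjusted p from 0.000779 to 0.0380, and lay between 0.105 and 0.243 in the other fits without a block. With each library left out it ranged from −1.52 to −1.06. The difference in let-7 share was −3.37 percentage points, −5.94 without miR-9-5p in the total, and −4.89 to −1.86 with each library left out. Fisher's exact p for let-7 among the lower miRNAs was from 2.07e-12 to 1.05e-09 in the 5 settings tried, all of them on members that can share reads.

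Across the 34 named miRNAs, 309 of 372 fold changes with a test kept direction and side of the threshold, 25 passed it only under the alternative, 21 passed it only in the main comparison and 17 reversed. With each library left out in turn, which has no test, let-7g-5p moved to −1.14 without control library 1, and 8 of 136 values had the opposite sign, with ranges from −0.70 to 0.25 for miR-25-5p, −0.27 to 0.71 for miR-92a-1-5p, −0.69 to 0.48 for miR-144-5p, −0.38 to 0.32 for miR-100-5p and −0.12 to 0.29 for miR-363-5p. The reversed values with a test all belong to miRNAs that did not pass the threshold. With equal red-cell miRNAs they were −0.020 for miR-486a-5p, −0.011 for miR-20a-5p, −0.024 for miR-18a-5p, −0.10 for miR-17-5p, −0.13 for miR-92a-2-5p, −0.24 for miR-93-5p, −0.25 for miR-106b-5p, −0.32 for miR-92a-1-5p and −0.37 for miR-363-5p. With total counts only they were 0.056 for miR-25-5p, 0.25 for miR-99b-5p, 0.27 for miR-144-5p and 0.36 for miR-100-5p. With upper-quartile scaling miR-100-5p was at 0.033. With no count minimum miR-106b-5p was at −0.0042, miR-92a-1-5p at −0.034 and miR-363-5p at −0.11. These scalings, and the fit with no count minimum, moved the median of the tested miRNAs, to −0.13 in the latter. The cause was not tested further.

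miRNAs lower in both mutants than in both controls numbered 67 (24.5%) and miRNAs higher in both 49 (17.9%), against 16.7% each way by chance.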

Differences from the paper's values

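The paper counts 11 miRNAs as lower in Rx-Dicer mutants, and 7 were lower here. Of the alternatives set before the data were examined, the count came within 1.5 times of the paper's with equal red-cell miRNAs (11), DESeq2's Wald test (11), DESeq2 on precursor rows (11), no count minimum (14), at least 100 counts (10), precursor rows (11), their sum (8) and an adjusted p under 0.1 (9). It did not with DESeq2's size factors (4), total counts only (0), upper-quartile scaling (3), the replicate number as a factor (0) or the additional limit on the fold change (7). Equal red-cell miRNAs, DESeq2's Wald test, DESeq2 on precursor rows and edgeR on precursor rows each called the same 11 miRNAs as Fig 4B. So did DESeq2 on precursor rows with poscounts size factors, which was chosen after seeing the values. The same rows with a local trend (12), a mean dispersion (9), crossed pairs (10), the replicate number and a local trend (11), and crossed pairs and a local trend (16), all chosen after seeing the values, also came within 1.5 times, and with the replicate number alone (7) or with non-zero rows, poscounts and a local trend (18) they did not.

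The paper gives 4-fold as the largest decrease of let-7 miRNAs, and here it was 7.32-fold, for let-7b-5p. Of the alternatives set before the data were examined that called let-7 miRNAs, only DESeq2 on precursor rows (5.32-fold) came within 1.5 times of the paper's value. The others gave 6.83-fold to 9.91-fold. Only the DESeq2 fits on precursor rows used a prior, which shrinks fold changes. Without it, DESeq2's Wald test gave 7.17-fold, and edgeR on precursor rows gave 7.49-fold. The smaller value thus went with the prior, though DESeq2 on precursor rows was not run without it. The decrease of let-7b-5p also came within that range with total counts only (5.64-fold), where it did not pass the threshold, and without control library 1 (4.89-fold), which has no test. With the replicate number as a factor it was 6.99-fold. Of the DESeq2 settings on precursor rows chosen after seeing the values, 7 came within it, from 4.81-fold to 5.76-fold, and with non-zero rows, poscounts and a local trend it was 6.11-fold. The paper's Table EV2 gives a log2 fold change of −2.26 for let-7b-5p, against −2.87 here.

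Fig 4B labels let-7a, let-7j, miR-99a and miR-139 as lower, and here their adjusted p in edgeR was 0.105, 0.0718, 0.124 and 0.0815. Equal red-cell miRNAs, DESeq2's Wald test, DESeq2 on precursor rows, no count minimum and edgeR on precursor rows call all 4. At least 100 counts calls let-7a, let-7j and miR-139, the sum over precursor rows calls let-7j, and an adjusted p under 0.1 calls let-7j and miR-139. Of the settings chosen after seeing the values, all but the replicate number alone call at least miR-99a and miR-139, let-7a is called by each but the mean dispersion, and let-7j by those with neither a replicate number nor crossed pairs. Of these, the replicate number alone calls none of the 4. Table EV2 has 14 miRNAs lower under 0.05 and gives no adjusted p for let-7j. Under 0.05 it lists miR-149, miR-9, miR-125b and miR-30c, which Fig 4B does not label, as lower and miR-20b as higher. Here the adjusted p of these miRNAs in edgeR was 0.344, 0.344, 0.526, 0.497 and 0.473. miR-9-5p was called with no count minimum and, in settings chosen after seeing the values, with a local trend, the replicate number and a local trend, and non-zero rows, poscounts and a local trend. miR-149-5p, miR-125b-5p and miR-30c-5p were called only in the settings chosen after seeing the values with crossed pairs and a local trend and with non-zero rows, poscounts and a local trend. No setting tried called miR-20b-5p. None of the 9 DESeq2 settings on precursor rows gave the same calls as Table EV2.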

Other observations

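Of the tests below, those on the summed let-7 counts, on the cluster neighbours, on the red-cell and other cell miRNAs, on UTR length and GC content and on the predicted targets were chosen only after the result was seen, and so were the criterion for the summed counts and the stricter criteria for the thinned libraries, the red-cell miRNAs and the GC content of hairpins.

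The let-7 decrease was set against several technical explanations. With each library thinned to 516517 counts in 20 draws, a median of 5 of the 7 called miRNAs stayed past the threshold, but the number ranged from 0 to 7, with all 7 kept in 10 draws and under 4 in the other 10. The log2 fold change of summed let-7 counts stayed between −1.38 and −1.29. Thinning also lowers the power of the test, so the lost calls do not tell whether depth played a part, while the size of the decrease did not depend on it. The sum of let-7 counts fell by 1.30 on the log2 scale, with none of the 9 members higher, though its adjusted p was 0.142 in edgeR. Reads that only moved from one member to another would leave the sum unchanged, but a read counted on several members enters it more than once, so a different division of reads cannot be excluded. Of 10000 random lists matched on the GC content of the hairpins, 0.01% had a median log2 fold change as low as that of the let-7 miRNAs (8 of the 9 have an annotated hairpin). The let-7 hairpins have nearly the same GC content as the others, with a median of 51.0% against 50.6%, so that matching corrects little, and the mature miRNAs were not matched, so this test could not decide.

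The axis on which the controls differ from each other could not be excluded. Outside let-7 and miR-98, the log2 difference between control libraries 1 and 2 and that between genotypes had a correlation of −0.37 across 128 miRNAs (permutation p = 0.0001, the smallest that the permutations can give, with miRNAs not independent). Both differences contain the control libraries, so part of this is built in. Against control library 1 alone the correlation was −0.75, and against control library 2 alone it was 0.30. Each of these comparisons shares a control library with the control difference, which by itself pushes the correlations to opposite signs. These values therefore cannot decide the question. The root mean square of the log2 difference from the mutants was 0.56 for control library 1 and 0.39 for control library 2, against 0.54 between the controls and 0.56 between the mutants. Control library 1 also has the larger let-7 share, so that the size of the let-7 decrease may rest in part on this library.

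The let-7 miRNAs were compared with miRNAs made from the same clusters. In 3 of 4 pairs of a let-7 miRNA and a neighbour, the ratio was lower in each mutant library than in each control library, by −0.46 for let-7e and miR-99b, −0.86 for let-7c and miR-99a and −1.01 for let-7a and miR-100 on the log2 scale (exact permutation p = 0.333 each, the smallest the design allows), while for let-7e and miR-125a the libraries overlapped (−0.18). These differences rest largely on control library 1, since against control library 2 alone they were −0.18, −0.27 and −0.46 for the first 3 pairs. let-7a and let-7c are also made outside these clusters, so lower transcription cannot be told apart from a change in processing or stability. One candidate explanation is a block of let-7 hairpins by Lin28, since the paper's Table EV6 gives log2 fold changes of 2.63 for Lin28a and 0.92 for Lin28b, and the paper itself describes repression of let-7 by Lin28. The motif GNGAY stands between the arms of the hairpins of 8 of the let-7 miRNAs and miR-98, and is absent only from those of let-7c-5p. The mean log2 fold change with the motif was higher than without it by 0.35 (exact permutation p = 0.556, with 0.111 the smallest that 8 against 1 allow), so this test could not decide. The hairpins of let-7b and miR-98, and 1 of the 2 hairpins of let-7c, have no GGAG after the mature sequence, another motif tied to Lin28, yet the log2 fold changes were −2.87 for let-7b-5p, −1.79 for miR-98-5p and −1.89 for let-7c-5p. This was looked at after the values were seen.

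miRNAs of cells outside the Rx lineage were compared as a check on the scaling. The red-cell miRNAs had a median log2 fold change of 0.39 (2 of 3 higher, at the 89.8th percentile of 10000 random lists matched on mean count). This median is the value of miR-486a-5p, which also gave most of the red-cell counts used for scaling. It had 4958 of 5778 in Rx-Dicer library 1 and 6123 of 6903 in control library 1, so that scaling rests largely on a single miRNA. A list of 10 miRNAs of mesenchyme, endothelium, white blood cells and posterior body, of which 9 were tested, had a median of 0.46 (7 of 9 higher, at the 99.7th percentile). The rise was not shared by all these cells, with −0.61 for miR-10b-5p and −0.10 for miR-10a-5p of the posterior body and 0.04 for miR-126a-5p of the endothelium. The median of the second list also depended on single libraries. It was −0.0052 without control library 1, 1.12 without control library 2, 0.08 without Rx-Dicer library 1 and 0.59 without Rx-Dicer library 2, while the red-cell median stayed between 0.30 and 0.48. miR-199a-5p had 3938 scaled CPM in control library 1 and 9794 in control library 2, against 10440 and 10104 in the mutants. None of these miRNAs passed an adjusted p of 0.05 alone, the lists hold miRNAs of shared clusters, and with equal red-cell miRNAs the median of the second list was 0.06. For the red-cell miRNAs, a general fall of miRNAs in Rx-lineage cells that the scaling hides and more red-cell RNA in the mutant samples cannot be told apart here. The second list, which rests on single libraries, could not decide between them. If a general fall is present, the decreases given here could be too small, since with equal red-cell miRNAs the log2 fold change of summed let-7 was −1.73.

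The paper's mRNA list was searched for miRNA sites. mRNAs that the paper's Table EV6 lists as higher (453) or lower (331) in mutants, at the paper's adjusted p under 0.1 and fold change above 1.25, were compared for 7-base seed matches in the 3′ UTR, with 436 and 279 of them having one annotated. let-7 matches stood in 17.2% of the higher and 7.53% of the lower mRNAs, but this lay only at the 71.2nd percentile of the 104 other words with the same bases, and at the 84.6th percentile with UTR length and GC content in the model, so let-7 matches did not stand out. The higher mRNAs have longer 3′ UTRs, with a median of 2215 bases against 575. For 3 of the other 5 families tried the matches did stand out. In the odds of a match in higher against lower mRNAs, only 1 of 104 words reached the miR-9 match, 9 of 419 the miR-17 match and 3 of 209 the miR-30 match, against 104 of 419 for miR-125 and 197 of 419 for miR-99. All 3 families also stood out with UTR length and GC content in the model, which goes against these as the sole source. A candidate explanation is that fewer copies of other abundant miRNAs contribute to the higher mRNAs as well, although no member of these 3 families passed an adjusted p of 0.05 in edgeR, apart from miR-9-5p with no count minimum, and other properties of 3′ UTRs were not tested. For miR-9-5p the log2 fold change was −0.79 (adjusted p = 0.344 in edgeR's quasi-likelihood test), with each mutant library below each control library. By in situ hybridization at later stages, the paper describes a strong loss of miR-9 in the rostral telencephalon of these mutants. For miR-17-5p, relative to other miRNAs, the log2 fold change was 0.31 (adjusted p = 0.722 in edgeR's quasi-likelihood test). Its mutant and control libraries overlapped, and with equal red-cell miRNAs the value was −0.10. Neither a rise nor a fall of miR-17-5p was thus shown. Without a relative fall, the explanation would need a general fall of miRNAs for this family, which was not shown. Of the let-7 and miR-98 targets that the paper lists, 13 were among the higher and 2 among the lower mRNAs (Fisher's exact p = 0.0315, and 10 against 1 at the paper's adjusted p under 0.05, p = 0.0318). With UTR length and GC content in the model the likelihood-ratio p was 0.224 and 0.117, so this difference cannot be told apart from those of the 3′ UTRs. The list used is shortened and comes from another assay.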
